# Identification of candidate tolerance genes to low-temperature during maize germination by GWAS and RNA-seqapproaches

**DOI:** 10.1186/s12870-020-02543-9

**Published:** 2020-07-14

**Authors:** Hong Zhang, Jiayue Zhang, Qingyu Xu, Dandan Wang, Hong Di, Jun Huang, Xiuwei Yang, Zhoufei Wang, Lin Zhang, Ling Dong, Zhenhua Wang, Yu Zhou

**Keywords:** Maize, Low-temperature, Germination, Genome-wide association study, Candidate genes

## Abstract

**Background:**

Maize (*Zea mays* L.) is one of the main agricultural crops with the largest yield and acreage in the world. However, maize germplasm is very sensitive to low temperatures, mainly during germination, and low temperatures significantly affect plant growth and crop yield. Therefore, the identification of genes capable of increasing tolerance to low temperature has become necessary.

**Results:**

In this study, fourteen phenotypic traits related to seed germination were used to assess the genetic diversity of maize through genome-wide association study (GWAS). A total of 30 single-nucleotide polymorphisms (SNPs) linked to low-temperature tolerance were detected (−log10(*P*) > 4), fourteen candidate genes were found to be directly related to the SNPs, further additional 68 genes were identified when the screen was extended to include a linkage disequilibrium (LD) decay distance of *r*^2^ ≥ 0.2 from the SNPs. RNA-sequencing (RNA-seq) analysis was then used to confirm the linkage between the candidate gene and low-temperature tolerance. A total of ten differentially expressed genes (DEGs) (|log_2_ fold change (FC)| ≥ 0.585, *P* < 0.05) were found within the set distance of LD decay (*r*^2^ ≥ 0.2). Among these genes, the expression of six DEGs was verified using qRT-PCR. *Zm00001d039219* and *Zm00001d034319* were putatively involved in ‘mitogen activated protein kinase (MAPK) signal transduction’ and ‘fatty acid metabolic process’, respectively, based on Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analyses. Thus, these genes appeared to be related to low-temperature signal transduction and cell membrane fluidity.

**Conclusion:**

Overall, by integrating the results of our GWAS and DEG analysis of low-temperature tolerance during germination in maize, we were able to identify a total of 30 SNPs and 82 related candidate genes, including 10 DEGs, two of which were involved in the response to tolerance to low temperature. Functional analysis will provide valuable information for understanding the genetic mechanism of low-temperature tolerance during germination in maize.

## Background

Maize (*Zea mays* L.) originated from tropical and subtropical regions and has a relatively high temperature threshold for germination [1]. As a consequence, maize is inherently sensitive to low temperatures [2], particularly during germination, and thus is seldom cultivated at higher latitudes or in mountainous regions. When maize is cultivated in cold zones, the plants grow more slowly and have a relatively short growing season, which leads to lower seedling vitality and reduced yields [3, 4]. It is known that the minimum temperature for maize seed germination is approximately 10 °C. When the temperature drops to 6 to 8 °C, irreversible damage to cells and tissues occurs. Under these conditions, seeds normally will not germinate, and the growth of seedlings will stop [1]. Thus, 10 °C is normally chosen as the growth temperature for the identification and screening of proper maize germplasm [5]. In recent years, the occurrence of cold weather has become more uncertain, and low temperature has been occurring more frequently, especially during the germination period and early developmental stage of seedlings. Low-temperature stress not only decrease the both emergence rate of maize seeds and seedling vigor but also increases the chance of pathogenic infection by soil bacteria, which can severely reduce maize yields. Therefore, it is urgent to identify the gene(s) that provide low-temperature-tolerant germination in maize.

At present, significant progress has been made in the identification of genetic loci associated with low-temperature tolerance in maize. Their corresponding genes are normally identified by gene mapping and GWAS. Some indices, such as the emergence rate, seedling emergence index, seedling dry weight, relative average germination time, and percentage of relative viability, have been used for genetic loci identification in maize inbred lines and populations [6, 7]. For instance, a major QTL for low-temperature tolerance of photosynthesis was detected on chromosome 6 using the ETH-DL3 × ETH-DH7 population [8]. Two other QTLs on chromosomes 3.01 and 6.03 were reported, which affect leaf color at low temperatures, and a candidate gene, *luteus11*, was identified [9]. By the use of a panel of European flint maize inbred lines, 47 lines were found to harbor favorable alleles for six significant QTLs [10]. In another study, 12 QTLs controlling the low-temperature germination rate and primary radicle length were detected on chromosomes 4, 5, 6, 7 and 9 by the use of 243 lines of the intermated B73 × Mo17 (IBM) Syn4 recombinant inbred line (RIL) population [11]. Later, researchers identified 43 QTLs that explained 0.62% ~ 39.44% of the phenotypic variance for low-temperature seed germination in maize by the use of three connected F_2:3_ populations with inbred lines of two low-temperature-tolerant inbred lines, 220 and P9–10, and two susceptible lines, Y1518 and PH4CV [5]. Several SNPs associated with low-temperature-tolerance traits at the seedling and seed germination stages were detected using GWAS. For example, 43 SNPs associated with 10 low-temperature-tolerance traits in maize seedlings or seed germination were found, although no overlapping SNPs were identified at either developmental stage [12]. A total of 19 markers related to low-temperature tolerance were identified through GWAS of 375 inbred lines in the field and in growth chambers; the loci at these markers explained 5.7% ~ 52.5% of the phenotypic genetic variation at the seedling growth stage and chlorophyll fluorescence parameters [13]. A further GWAS revealed 18 candidate genes from 17 genetic loci associated with low-temperature-tolerant germination, where 10 candidate genes were supported by previous QTL studies [14].

Numerous low-temperature-tolerance genes have been identified in many crop species, and their underlying molecular mechanisms have been studied. In rice, *COLD1* interacts with the G-protein alpha-subunit, which in turn promotes GTPase activity, resulting in the activation of Ca^2+^ channels for low-temperature-induced responses [15]. During the reproductive growth period of rice, the protein kinase gene *CTB4a* is involved in maintaining high pollen fertility under low-temperature conditions, which increases the seed setting rate and yield. In addition, *CTB4a* interacts with *AtpB* to regulate the ATP content under low temperatures to enhance low-temperature tolerance [16]. The MADS-box family transcription factor OsMADS57 interacts with OsTB1 to regulate low-temperature tolerance in rice and helps balance growth and defense responses, which are dependent on *OsWRKY94*, their common target gene [17]. In addition to transcriptional control, phosphorylation of the Basic Transcription Factor 3 Like (BTF3L) protein by the protein kinase OST1 promotes the interaction between BTF3L and CBFs, which increases the stability of CBF proteins and enhances plant tolerance to low temperatures [18]. Similarly, numerous studies investigating the mechanisms of low-temperature tolerance in maize have been reported, but they have had a limited impact on maize breeding. Several maize genes, including *ZmCDPK1*, *ZmSEC14p* and *ZmMPK5*, with roles in low-temperature tolerance have been identified [19–22]. Some genes that control kernel weight or kernel number at low temperatures have also been cloned, including genes that were shown to induce the expression of bZIP-type and ERF/AP2-type transcription factors [23, 24].

There have been several studies on the low-temperature tolerance of maize during germination, but detailed evaluation indices are lacking. Thus, we established a standard evaluation system in the present study for genetic mapping, with particular consideration for the actual sowing conditions that occur during early spring in Northeast China. Low-temperature evaluation methods for maize often include both field-based and indoor identification methods. Compared with the indoor methods, the field-based methods are more objective and can be used to evaluate the low-temperature tolerance of maize during each growth period and to analyze genotype by environment interactions. However, such field studies are easily affected by changes in climatic conditions at different locations and different years, and environmental conditions are difficult to control. There are many confounding factors, and repeatability is generally poor. Indoor evaluation methods have several advantages. They are not limited by seasons, they have fewer confounding factors, the environmental conditions are easily controlled, and different temperature gradients can be applied during the experiment to accurately assess the tolerance of different maize varieties to low temperature; however, one disadvantage to this method is that it is generally unable to assess genotypes. Because of environmental interaction effects, two methods of evaluation, both indoor and outdoor, were used, and an improved technical system was established for the present study. Many performance indicators have been applied to evaluate the low-temperature tolerance of maize germination, such as the germination potential, germination rate, germination index, radicle length and germ length [5, 14]. For evaluation of seed germination ability at low temperatures, the ratio (relative value) of various traits measured at low temperature and normal temperature is usually used as an index to eliminate the differences in the genetic background of different materials [12, 14].

With the above established evaluation system, a maize population panel of 222 diverse inbred lines was used for the analysis of traits correlated with low-temperature tolerance via GWAS. Candidate genes were predicted based on RNA-seq data to achieve the following objectives: (1) identify potential SNPs responsible for low-temperature tolerance during seed germination, (2) identify maize inbred lines with extremely low-temperature tolerance, and (3) predict and identify the involved candidate genes for future studies and agricultural applications.

## Results

### Low-temperature germination ability of the maize lines

The germination rate (Fig. 1a) and seedling performance (Fig. 1b, c, d, e) of the 222 maize lines were evaluated. The following 14 traits were measured: the relative germination rate (RGR), relative germ length (RGL), relative radicle length (RRL), relative radicle surface area (RRSA), relative radicle volume (RRV), relative germination index (RGI), relative vitality index (RVI), relative simple vitality index (RSVI), XiangYang relative germination rate (XYRGR), XiangYang relative germ length (XYRGL), XiangYang relative simple vitality index (XYRSVI), KeShan relative germination rate (KSRGR), KeShan relative germ length (KSRGL), and KeShan relative simple vitality index (KSRSVI). Descriptive statistics of the relative values of the germination traits under low-temperature conditions and normal conditions, including the numbers of observations (n), means, medians, standard deviations (SDs), range, kurtosis and skewness, were calculated. For most of the traits, considerable phenotypic variation was detected among the lines, with medians that ranged from 0.089 (for the RVI) to 0.788 (for the RGR). The RGR varied from 0.027 to 1.000, with a mean of 0.737, and the RVI varied from 0.001 to 0.485, with a mean of 0.101. In particular, the RGL, RRL, RRSA, and RRV of several inbred lines were larger than 1.000, suggesting that the germ and radicle growth of these inbred lines was stimulated by low-temperature treatment. In general, the segregation of most traits in the panel fit a normal distribution except for that of the RGR, RRSA, RRV, RGI, and RVI (Table 1). ANOVA revealed highly significant differences (*P* < 0.001) among the genotypes for all the relative traits. The broad-sense heritability (*H*^2^) of the 14 relative traits ranged from 87.24% (for the XYRGL) to 99.21% (for the RVI) in the association panel (Additional file 1: Table S1).

**Fig. 1:**
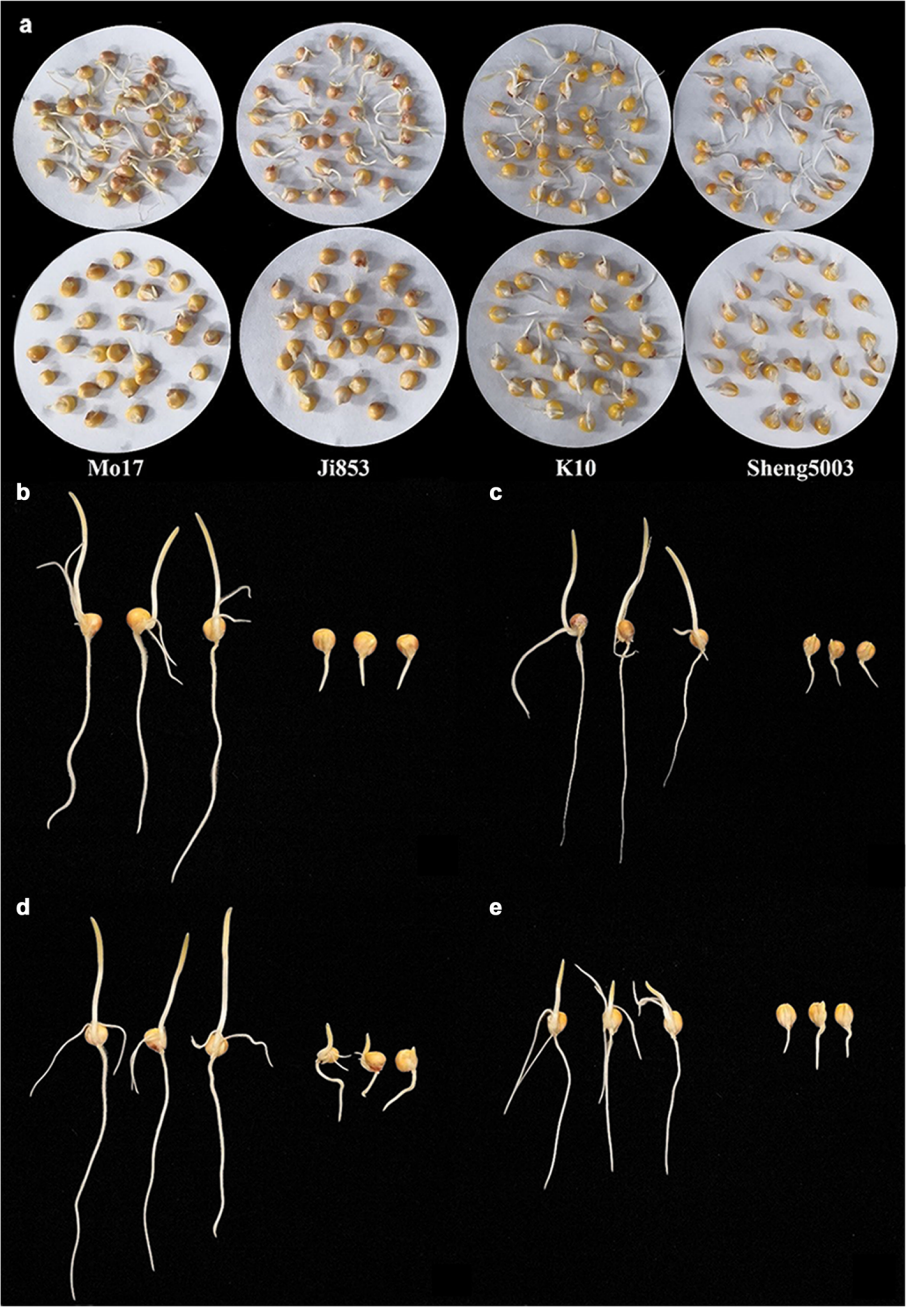
Seed germination of the four maize inbred lines under low-temperature conditions. **a** Germination rate comparison among four maize inbred lines in the low-temperature treatment (10 °C) and the control treatment (25 °C); **b** Comparison of the germ length and radicle length of maize inbred line Mo17; **c** inbred line Ji 853; **d** inbred line K10; and **e** inbred line Shen5003

**Table 1:** Descriptive statistics for germination traits under low-temperature and normal conditions

Trait	n	Mean	Median	Range	SD	Kurtosis	Skewness
RGR	222	0.737	0.788	0.027–1.000	0.220	1.462	−1.313
RGL	222	0.486	0.434	0.087–1.229	0.220	−0.170	0.671
RRL	222	0.704	0.719	0.100–1.838	0.285	1.388	0.496
RRSA	222	0.722	0.769	0.133–2.352	0.282	5.217	0.936
RRV	222	0.739	0.737	0.173–2.650	0.325	5.171	1.244
RGI	222	0.169	0.167	0.006–0.576	0.075	4.463	1.050
RVI	222	0.101	0.089	0.001–0.485	0.067	5.511	1.694
RSVI	222	0.360	0.341	0.002–0.917	0.186	0.012	0.466
XYRGR	222	0.403	0.421	0.014–0.753	0.172	−0.633	−0.316
XYRGL	222	0.544	0.538	0.338–0.897	0.797	1.344	0.431
XYRSVI	222	0.223	0.224	0.005–0.557	0.105	−0.153	0.084
KSRGR	222	0.510	0.538	0.084–0.857	0.175	−0.399	−0.371
KSRGL	222	0.500	0.496	0.212–0.851	0.111	0.056	0.062
KSRSVI	222	0.262	0.265	0.018–0.535	0.115	−0.419	0.113

The traits were evaluated for 222 inbred lines during germination tests under normal (25 °C) and low-temperature conditions (10 °C). Fourteen relative (R) traits were derived by dividing the directly measured trait values (GR, GL, RL, RSA, RV, GI, VI SVI, XYGR, XYGL, XYSVI, KSGR, KSGL and KSVI) under low-temperature conditions by their corresponding values under normal conditions

In total, 14 traits, which were monomodally distributed, were measured (Fig. 2). Correlation analysis was carried out on the relative values of each index under low-temperature stress. The traits during the germination period were closely related to the regulation of maize growth (*P* < 0.05), except for the RGR and RGL. For the indoor traits, the RSVI and RGL (0.83), RVI and RGI (0.81), and RRSA and RRL (0.78) showed strong correlations (*P* < 0.001). There were significant positive correlations between the other traits, indicating that the eight traits selected could be used as important indicators for low-temperature tolerance in maize germination. Except for the XYRGL and KSRGL, most traits in the field reached a significant level of correlation (*P* < 0.05). More significant positive correlations were found between the other traits in the field, such as the XYRGR and XYRSVI (0.94) and the KSRGR and KSRSVI (0.89) (*P* < 0.001). However, correlations were weak between most traits under indoor and field conditions, such as the RSVI and XYRGL (0.11) (*P* < 0.05) (Fig. 2). Pairwise correlation coefficients among the eight indoor traits were significant and positive for the low-temperature conditions (*r* = 0.264–0.948), and pairwise correlation coefficients among the six field traits were also significant and positive for the low-temperature conditions (*r* = 0.310–0.970). Under normal conditions, most indoor traits and field traits showed a weak correlation, which may be due to the different effects of these environments (Additional file 2: Table S2).

**Fig. 2:**
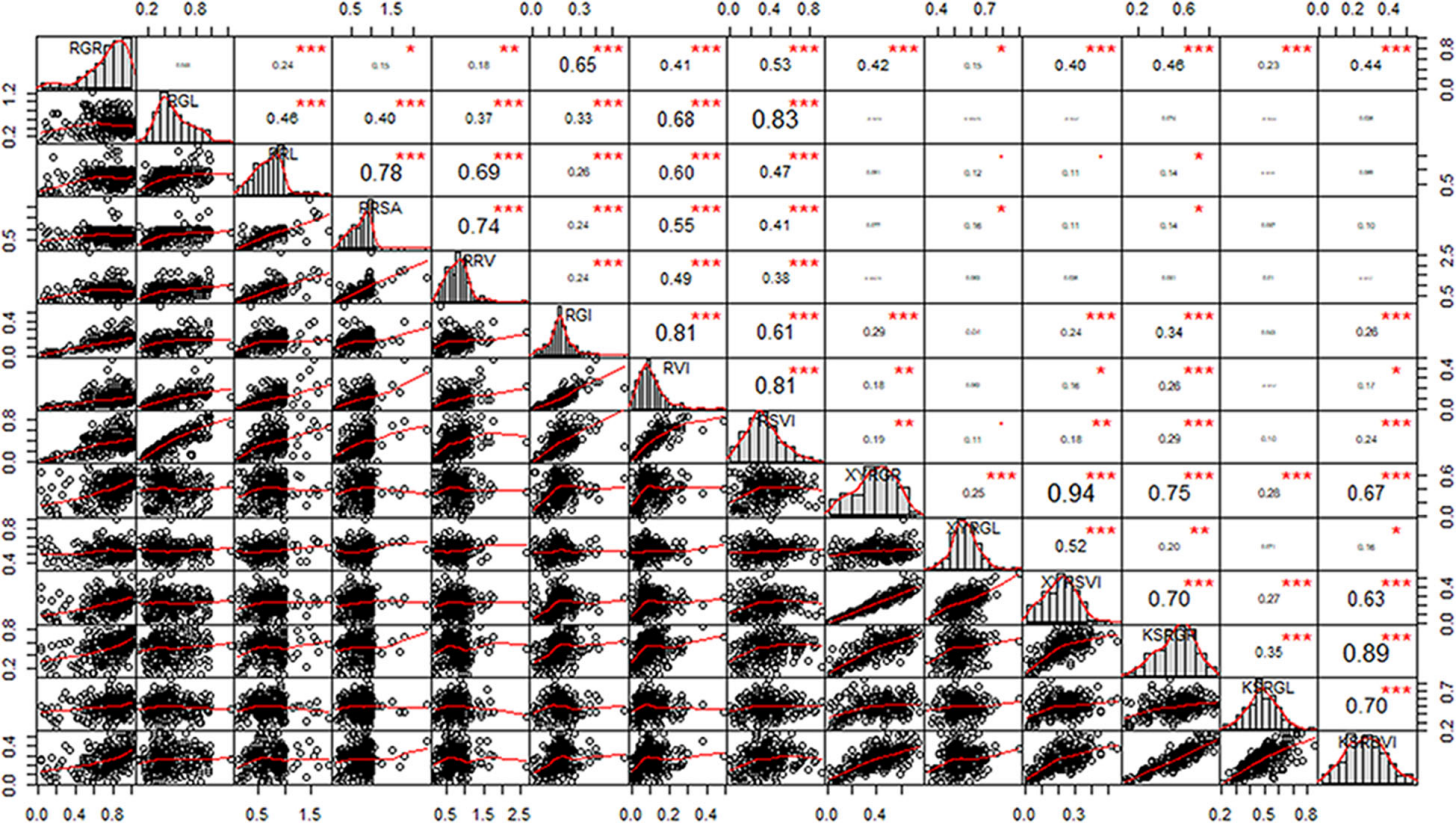
Distributions of and correlations between 14 relative phenotypic traits. The frequency distribution of each trait is shown on a central diagonal in the form of a histogram. Scatter plots of between every pair of traits are shown in the areas below the diagonal, and numerical correlation coefficients between every pair of traits are shown in the areas above in the diagonal. *, ** and *** indicate significance at *P* < 0.05, *P* < 0.01 and *P* < 0.001, respectively

### Population structure and LD decay

The population structure of the 222 inbred lines was calculated using STRUCTURE version 2.3 [25]. ΔK attains the peak value when the K = 4, it is indicated that the 222 inbred lines could be divided into the four subpopulations (Additional file 3: Fig. S1). A total of 40,697 high-quality SNPs were used in LD analysis for all the chromosomes. LD varied along each chromosome. When *r*^*2*^ = 0.1, the mean LD decay was 395–1125 kb across all chromosomes. The distribution of *r*^*2*^ values along with the physical distance for each chromosome is shown in Additional file 4: Table S3 and Additional file 5: Fig. S2.

### Associated SNPs for GWAS

GWAS was conducted on the 14 relative traits (RGR, RGL, RRL, RRSA, RRV, RGI, RVI, RSVI, XYRGR, XYRGL, XYRSVI, KSRGR, KSRGL, KSRSVI) for the 222 maize inbred lines. The GWAS of the SNP markers and traits was performed using the mixed-linear model (MLM) combined with population structure and kinship using TASSEL 5.0 software. A total of 30 SNPs showed a highly significant association with 13 traits except the KSRGL, which may be due to the different effects of these environments (the *P* values ranged from 1.70E-07 to 9.95E-05; Fig. 3).

**Fig. 3:**
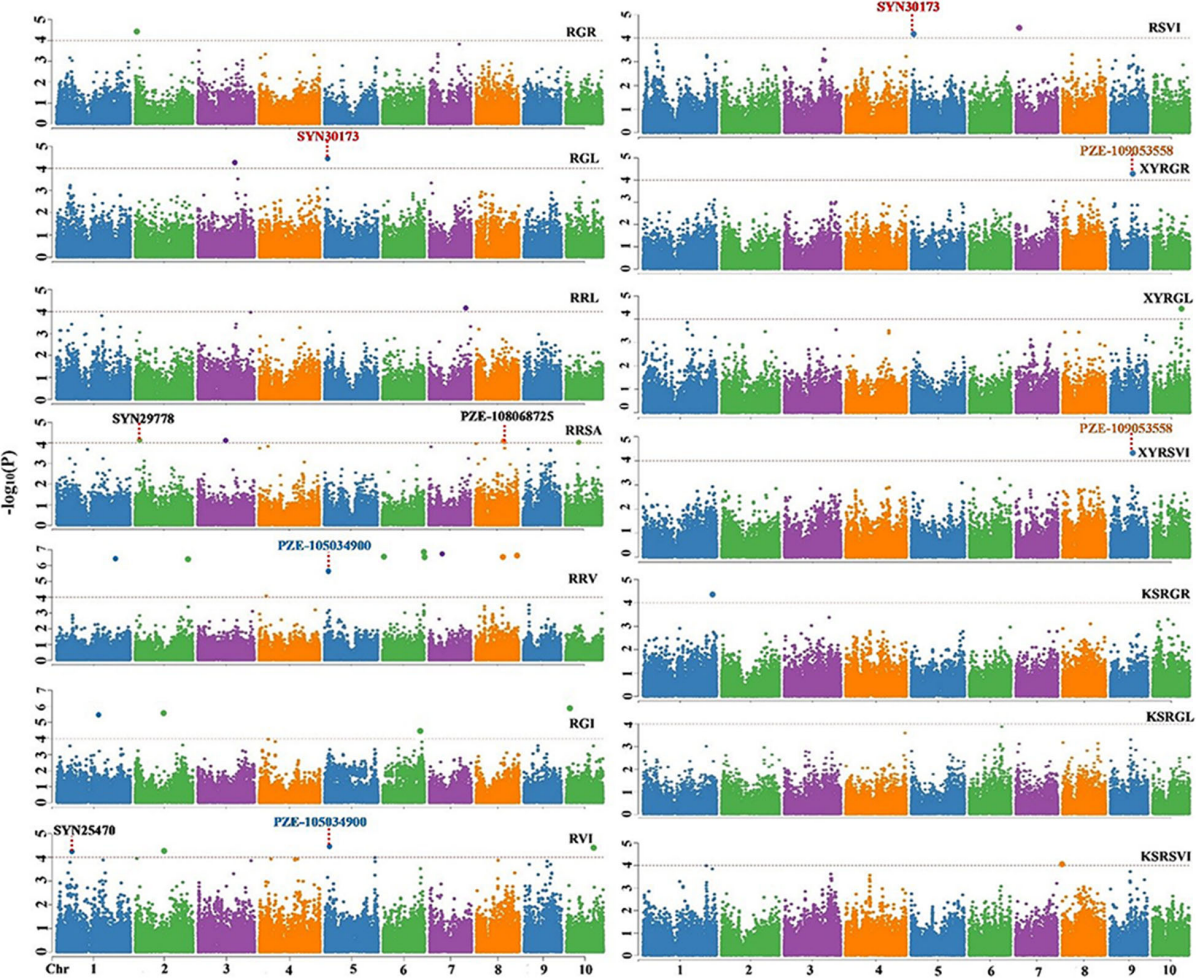
Manhattan plots of GWAS results showing the significant SNPs associated with 14 relative phenotypic traits. The traits included the following: the relative germination rate (RGR), relative germ length (RGL), relative radicle length (RRL), relative radicle surface area (RRSA), relative radicle volume (RRV), relative germination index (RGI), relative vitality index (RVI), relative simple vitality index (RSVI), XiangYang relative germination rate (XYRGR), XiangYang relative germ length (XYRGL), XiangYang relative simple vitality index (XYRSVI), KeShan relative germination rate (KSRGR), KeShan relative germ length (KSRGL), KeShan relative simple vitality index (KSRSVI)

Among the 30 associated SNPs, three SNPs (SYN30173, PZE-105034900, PZE-109053558) were associated with two traits (RGL and RSVI, RRV and RVI, XYRGR and XYRSVI). These SNPs were distributed on all 10 maize chromosomes, with the highest number on chromosome 2, which contained five SNPs. For each trait, such as the RGR, RRL, XYRGR, XYRGL, XYRSVI, KSRGR and KSRSVI, one SNP was found. Two SNPs were detected for the RGL, and the most significant association was for SYN30173, with a *P* value of 3.75E-05. Ten SNPs were associated with the RRV and are located on chromosomes 1 (PZE-101192647), 2 (SYN21841), 4 (PZE-104024779), 5 (PZE-105034900), and 7 (PZE-107036384). Three SNPs were located on chromosome 6 (PZE-106003222, PZE-106129965 and PZE-106130106), and two SNPs (PZE-108064544 and SYN26538) were found on chromosome 8. Four SNPs were found for the RRSA (SYN29778, PZE-108068725, PZE-103072583, PZE-110029252), RGI (PZE-101120376, PZE-102099570, PZE-106097864, SYN5516) and RVI (SYN25470, PZE-102100684, PZE-105034900, PZE-110057591). Two SNPs were associated with the RSVI—one on chromosome 5 (SYN30173) and the other on chromosome 7 (SYN4961). Thirteen relative traits contained 30 SNPs explained 12.0–28.6% of the total phenotypic variation (Table 2).

**Table 2:** SNPs for low-temperature germination-related traits detected in 222 maize inbred lines

SNP	Chromosome	Position	Bin	MAF	***P*** value	Alleles	***R***^**2**^	Trait
SYN25470	1	60,897,507	1.04	0.34	6.50E-05	A/C	0.124	RVI
PZE-101120376	1	148,125,053	1.05	0.138	3.52E-06	A/C	0.265	RGI
PZE-101192647	1	238,680,213	1.08	0.111	3.53E-07	A/G	0.286	RRV
PUT-163a-88,747,038-4526	1	282,891,355	1.11	0.279	4.32E-05	A/C	0.127	KSRGR
PUT-163a-149,007,696-748	2	8,500,779	2.02	0.077	3.60E-05	A/G	0.159	RGR
SYN29778	2	17,713,628	2.03	0.318	6.89E-05	A/C	0.151	RRSA
PZE-102099570	2	114,621,446	2.05	0.361	2.95E-06	A/G	0.207	RGI
PZE-102100684	2	117,468,629	2.05	0.267	6.27E-05	A/C	0.182	RVI
SYN21841	2	219,117,623	2.08	0.253	3.73E-07	A/C	0.272	RRV
PZE-103072583	3	115,856,771	3.04	0.346	8.88E-05	A/G	0.149	RRSA
PZE-103094415	3	151,499,271	3.05	0.182	6.34E-05	A/G	0.135	RGL
PZE-104024779	4	28,770,811	4.04	0.095	8.24E-05	A/G	0.120	RRV
SYN30173	5	10,372,835	5.02	0.401	3.75E-05/7.50E-05	A/G	0.133/0.121	RGL/RSVI
PZE-105034900	5	19,776,726	5.03	0.089	2.34E-06/3.06E-05	A/C	0.209/0.165	RRV/RVI
PZE-106003222	6	4,152,307	6.00	0.141	2.15E-07	A/G	0.259	RRV
PZE-106097864	6	151,745,619	6.05	0.137	4.23E-05	A/G	0.159	RGI
PZE-106129965	6	168,030,463	6.08	0.382	1.96E-07	A/G	0.254	RRV
PZE-106130106	6	168,266,461	6.08	0.359	2.88E-07	A/G	0.267	RRV
SYN4961	7	7,156,626	7.01	0.144	3.602E-05	A/G	0.132	RSVI
PZE-107036384	7	56,177,181	7.02	0.257	1.70E-07	A/G	0.258	RRV
PZE-107098845	7	148,186,320	7.03	0.161	7.53E-05	A/G	0.127	RRL
PUT-163a-78,076,151-4108	8	1,508,965	8.00	0.282	9.95E-05	A/C	0.142	KSRSVI
PZE-108064544	8	113,952,611	8.04	0.141	2.79E-07	A/G	0.267	RRV
PZE-108068725	8	119,362,385	8.04	0.286	9.81E-05	A/C	0.145	RRSA
SYN26538	8	169,361,414	8.08	0.224	2.24E-07	A/G	0.259	RRV
PZE-109053558	9	89,605,923	9.03	0.4	5.64E-05/5.01E-05	A/G	0.134/0.136	XYRGR/XYRSVI
SYN5516	10	8,952,194	10.02	0.301	1.21E-06	A/G	0.250	RGI
PZE-110029252	10	50,842,298	10.03	0.128	9.84E-05	A/G	0.177	RRSA
PZE-110057591	10	110,369,493	10.04	0.113	4.24E-05	A/G	0.130	RVI
PZE-110060997	10	115,266,833	10.04	0.122	4.05E-05	A/G	0.132	XYRGL

The location is indicated by the chromosome and base pair position. *P* values less than 10^−4^ corresponding to a 5% type I error are displayed in scientific notation. The frequency is indicated by the minor allele frequency (MAF). *R*^2^: the percentage of phenotypic variation

### Identification of candidate genes in maize

A total of 14 candidate genes were found to be directly associated with SNPs using the B73 RefGen_v4 Maize Gene Database (http://www.maizegdb.org/) (Table 3). Two of these genes (*Zm00001d018864* and *Zm00001d013415*) which are directly associated with SNPs, were correlated with the RSVI, while *Zm00001d013415* was also correlated with the RGL. Three candidate genes (*Zm00001d041438*, *Zm00001d010670* and*Zm00001d002676*) were associated with the RRSA, and three genes (*Zm00001d049442*, *Zm00001d010497* and *Zm00001d013794*) were associated with the RRV. Two genes (*Zm00001d029193* and *Zm00001d013794*) were associated with the RVI, while *Zm00001d013794* was correlated with both the RRV and RVI. For the RGR (*Zm00001d002243*), RGI (*Zm00001d023538*), XYRGL (*Zm00001d025380*), KSRGR (*Zm00001d034313*), and KSRSVI (*Zm00001d008224*), only one candidate gene was associated.

**Table 3:** Functions of candidate genes that are directly associated with germination traits

Trait	SNP	Gene ID	Gene function
RGR	PUT-163a-149,007,696-748	*Zm00001d002243*	uncharacterized
RGL/RSVI	SYN30173	*Zm00001d013415*	probable receptor protein kinase TMK1
RSVI	SYN4961	*Zm00001d018864*	histone deacetylase
RRSA	PZE-103072583	*Zm00001d041438*	protein ROOT HAIR DEFECTIVE 3 homolog 1
RRSA	SYN29778	*Zm00001d002676*	pseudouridine synthase family protein
RRSA	PZE-108068725	*Zm00001d010670*	glycerol-3-phosphate dehydrogenase
RRV	PZE-104024779	*Zm00001d049442*	polyadenylation and cleavage factor homolog 4
RRV	PZE-108064544	*Zm00001d010497*	uncharacterized
RRV/RVI	PZE-105034900	*Zm00001d013794*	NA
RGI	SYN5516	*Zm00001d023538*	long chain acyl-CoA synthetase 9, chloroplastic
RVI	SYN25470	*Zm00001d029193*	uncharacterized
XYRGL	PZE-110060997	*Zm00001d025380*	uncharacterized
KSRGR	PUT-163a-88,747,038-4526	*Zm00001d034313*	seed maturation protein
KSRSVI	PUT-163a-78,076,151-4108	*Zm00001d008224*	DNA-binding protein

The mean LD decay of the 10 chromosomes across the 222 maize lines was 60 kb, and the LD decay of chromosomes 1 to 10 was 55, 60, 110, 100, 60, 45, 80, 70, 60, and 110 kb (*r*^*2*^ = 0.2), respectively. A 55 kb window was selected to fall within the estimated window of LD decay on chromosome 1; 60 kb, chromosome 2; 110 kb, chromosome 3; and so on. Furthermore, an additional 68 candidate genes were identified within the LD decay regions of 26 associated SNPs (Additional file 6: Table S4).

### Differential gene expression and determination of candidate genes

To help identify candidate genes for the identified SNPs, the low-temperature-resistant maize line (Zao 8–3, referred to as 55) and the low-temperature-sensitive line (Ji 853, referred to as 102) were selected from among the 222 inbred lines, and RNA-seq analysis was performed to evaluate genome-wide gene expression levels. 

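RNA was taken from embryos of lines 55 and 102 after 6 h of imbibition at 25 °C and then 2 h at either 25 °C (CT) or 10 °C (LT). The 4 groups (CT_55, CT_102, LT_55 and LT_102) had 3 biological replicates each, which gives 12 poly(A) libraries. The authors mapped the reads to the B73 RefGen_v4 reference and counted them per gene. Their table lists each gene that had at least 1 count in some library, with a count and an FPKM value in each library. FPKM divides the count by the length of the transcript and the size of the library, so that genes and libraries can be set side by side. Library totals ran from 44028579 to 57433166 counts in CT_55 (median 54275628) and from 54895048 to 56961402 in CT_102 (median 55751993). In LT_55 they ran from 57292988 to 67873652 (median 62688033), and in LT_102 from 47148886 to 57342460 (median 57305050). The correlation of log2 CPM (counts scaled to the library total) across genes was 0.971 to 0.982 between replicates, 0.965 to 0.981 between the temperatures of one line and 0.744 to 0.759 between the lines. Genes are not independent replicates, so these correlations describe the libraries only. The first principal component held 84.9% of the variance and separated the lines, and the second held 2.8%.

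Lines were compared within each temperature on the counts of the 22985 genes with an FPKM of at least 0.5 in at least 3 libraries. The fold change is line 102 over line 55, so that a downregulated gene is lower in the sensitive line. A gene was called at the threshold the paper states, an absolute log2 fold change of at least 0.585 and an unadjusted p-value under 0.05 (edgeR's quasi-likelihood test). Adjusted p-values are Benjamini-Hochberg values over the 22985 genes.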

A total of 4982 DEGs were identified as downregulated in the CT_102vsCT_55 comparison group, 5550 DEGs were identified at upregulated in the CT_102vsCT_55 comparison group, 5477 DEGs were identified as downregulated in the LT_102vsLT_55 comparison group, and 5661 DEGs were identified as upregulated in the LT_102vsLT_55 comparison group. 

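In the counts of the tested genes, 5478 genes were lower and 5581 higher in line 102 at 25 °C, and 5994 were lower and 5760 higher at 10 °C. With an adjusted p-value under 0.05 in place of the unadjusted one, 10707 genes were called at 25 °C and 11453 at 10 °C. Raising the fold threshold to an absolute log2 fold change of 1 moved these counts most, to 3842 lower and 3905 higher at 25 °C and 4218 lower and 4005 higher at 10 °C. With the replicate number as a block (replicate block), the counts were 5432 and 5631 at 25 °C and 5943 and 5777 at 10 °C. Libraries with the same number deviated from their group means with a mean correlation of 0.033 across genes, against −0.017 for libraries with different numbers. The deviations within a group cancel out, so the second value largely follows from the first and is no separate baseline.

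The genes with the largest differences at 10 °C were counted in one line and hardly in the other, so that only a lower bound of the fold can be given, taking 3 counts as the floor. Low counts pile up at multiples of 4, so 3 counts may be less than 1 sequenced fragment and these bounds too high. LOC103629043 (chromosome 6, 22716417 to 22744580) had an FPKM of 20.8 ± 1.99 (mean ± SD, n = 3) in LT_55 and 0 counts in each LT_102 library, at least 1620-fold lower (adjusted p = 3.1e-09, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). LOC100384594, annotated as ascorbate-specific transmembrane electron transporter 2 (chromosome 5, 194083687 to 194085864), had 27.4 ± 14.2 in LT_55 and 0 counts in LT_102, at least 1490-fold lower (adjusted p = 3.2e-07). LOC103632182, annotated as an ARM repeat protein (chromosome 7, 28400881 to 28407725), had 43.8 ± 3.90 in LT_102 and 0 counts in LT_55, at least 2330-fold higher (adjusted p = 6.3e-09). LOC100500983, annotated as Replication protein A DNA-binding subunit B (chromosome 4, 28211190 to 28236755), had 95.1 ± 2.51 in LT_102 and 0 counts in LT_55, at least 1140-fold higher (adjusted p = 4.7e-09). At 25 °C the lower line had between 0 and 12 counts per library in these 4 genes. Both lines were mapped to the B73 reference. A gene missing from one line, or too diverged to be counted there, would give the same pattern. These folds therefore need not be differences in expression.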

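The calls at 10 °C and at 25 °C were set against each other gene by gene. Of the 11754 genes called at 10 °C, 4952 were lower in line 102 at both temperatures, 4835 were higher at both and 9 were called in opposite directions. The remaining 1958 genes were called at 10 °C only, 1037 of them lower and 921 higher in line 102. A further 1263 genes were called at 25 °C only, 522 lower and 741 higher. Across all tested genes, the line difference at 10 °C correlated with that at 25 °C at 0.948.

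Among the 1958 genes called at 10 °C only, 1828 (93.4%) differed in the same direction at 25 °C. At 25 °C, 1180 of them missed the p-value threshold and 778 missed the fold threshold alone. Their median absolute log2 fold change was 0.80 at 10 °C and 0.47 at 25 °C, an order that the selection at 10 °C favours by itself. A line by temperature interaction term tests whether the line difference itself changed with temperature. Its unadjusted p-value was under 0.05 in 371 of the 1958 genes (18.9%), against 1455 of all tested genes (6.3%), and its adjusted p-value was under 0.05 in 0 of the 1958. Selecting genes called at 10 °C and not at 25 °C favours such an excess by itself. The excess of lower over higher genes turned with limma on quantile-normalized FPKM (883 lower and 1003 higher). Without a filter on low values, 1458 genes were lower and 1223 higher at 10 °C only, which is the largest change among the settings that left the fold threshold as it was. With the replicate block, 1031 were lower and 907 higher, and 1769 of the 1958 genes (90.3%) were shared.

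**Figure D1:**
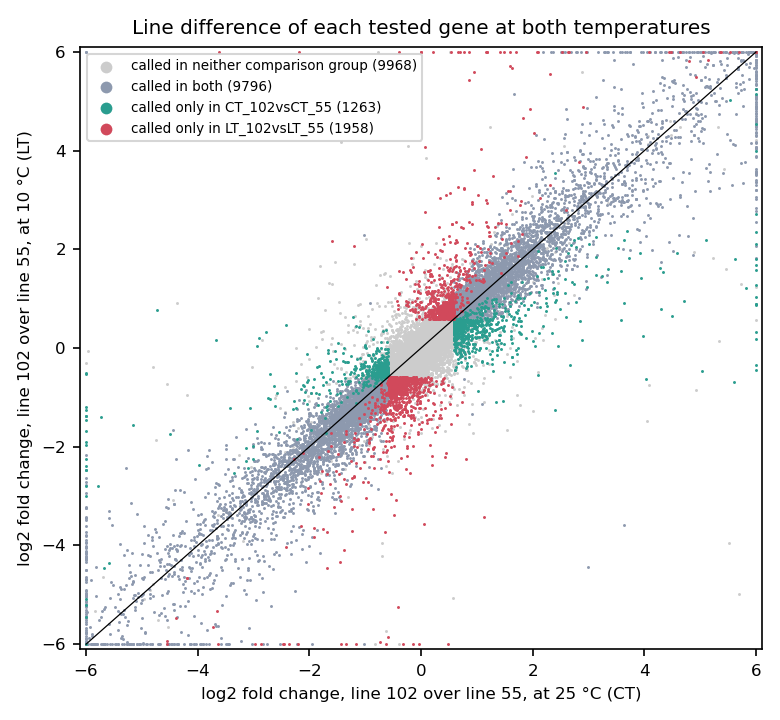
Each point is a tested gene, placed by its log2 fold change of line 102 over line 55 at 25 °C (horizontal) and at 10 °C (vertical), and coloured by the comparison in which it was called. Of the 1958 genes called at 10 °C only, 1828 have the same sign on both axes.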

The results showed that 1022 DEGs were downregulated only in the LT_102vsLT_55 comparison group and that 985 DEGs were upregulated only in the LT_102vsLT_55 comparison group. 

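In the counts, 5 genes were called lower in line 102 at 10 °C and higher at 25 °C: hsp3, LOC100191965, LOC100284291, LOC103629573 and LOC103641097. The log2 fold changes of LOC103629573 were 0.76 at 25 °C and −0.62 at 10 °C, those of LOC100191965 were 0.91 and −1.33, and those of hsp3 were 1.09 and −1.14. These 3 genes were named after their values were seen, because the group is small. LOC100284291, annotated as TIFY5 (chromosome 4, 12277890 to 12279837), had 6, 0 and 7 counts in the 3 CT_55 libraries and 18, 102 and 0 in CT_102. At 10 °C it had 178, 195 and 100 counts in LT_55 and 9, 10 and 0 in LT_102. Its log2 fold change was 3.00 (SE 1.35, adjusted p = 0.074, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) at 25 °C and −4.44 (SE 1.32, adjusted p = 0.011) at 10 °C. LOC103641097, annotated as (S)-beta-macrocarpene synthase (chromosome 10, 56611786 to 56614909), had 0, 4 and 0 counts in CT_55, 22, 24 and 12 in CT_102, 23, 0 and 63 in LT_55 and 0, 6 and 0 in LT_102. Its log2 fold changes were 3.63 (SE 1.55, adjusted p = 0.061) and −3.59 (SE 1.46, adjusted p = 0.048). With a fold threshold of 1, 3 genes were called in this way, and with the replicate block 6. LOC100284291 and LOC103641097 were not among those 6. Under the block the unadjusted p-value at 25 °C was 0.165 for LOC100284291, and for LOC103641097 it was 0.0509 at 25 °C and 0.0501 at 10 °C.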

Four DEGs (|log_2_FC| ≥ 0.585, *P* < 0.05) were downregulated in the LT_102vsLT_55 comparison group but upregulated in the CT_102vsCT_55 comparison group. 

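The opposite change, lower in line 102 at 25 °C and higher at 10 °C, was called in 4 genes: LOC100281434, LOC100284440, LOC103627447 and LOC111589240. LOC100281434 had log2 fold changes of −0.92 at 25 °C and 0.92 at 10 °C, and LOC100284440 of −1.03 and 2.29. Both were named after their values were seen, because the group is small. LOC111589240, annotated as spidroin-1-like (chromosome 4, 19196241 to 19197736), had 320, 360 and 3 counts in CT_55 and 0 in every CT_102 and LT_55 library. In LT_102 it had 0, 156 and 0 counts, so that its difference at 10 °C rests on 1 library. Against a floor of 3 counts it was at least 84.7-fold lower in line 102 at 25 °C and at least 17-fold higher at 10 °C. LOC103627447, annotated as Eukaryotic translation initiation factor 4G (chromosome 5, 192388698 to 192390133), had 41, 26 and 0 counts in CT_55 and 6, 28 and 0 in LT_102, and 0 in the other 6 libraries. It was at least 8.62-fold lower in line 102 at 25 °C and at least 3.84-fold higher at 10 °C. For all 9 genes called in opposite directions, the unadjusted interaction p-value lay between 0.00019 and 0.0053. Selecting genes called in opposite directions favours such low values by itself. The lowest adjusted interaction p-value among the 9 genes was 0.18 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In 3 of the 9 (LOC100191965, LOC100281434 and LOC103629573) the adjusted p-value was under 0.05 at both temperatures, and in another 3 the mean FPKM over the 12 libraries was under 1. The replicate block gave 5 genes.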

Three DEGs (|log_2_FC | ≥ 0.585, *P* < 0.05) were upregulated in the LT_102vsLT_55 comparison groups but were downregulated in the CT_102vsCT_55 comparison group (Fig. 4).

**Fig. 4:**
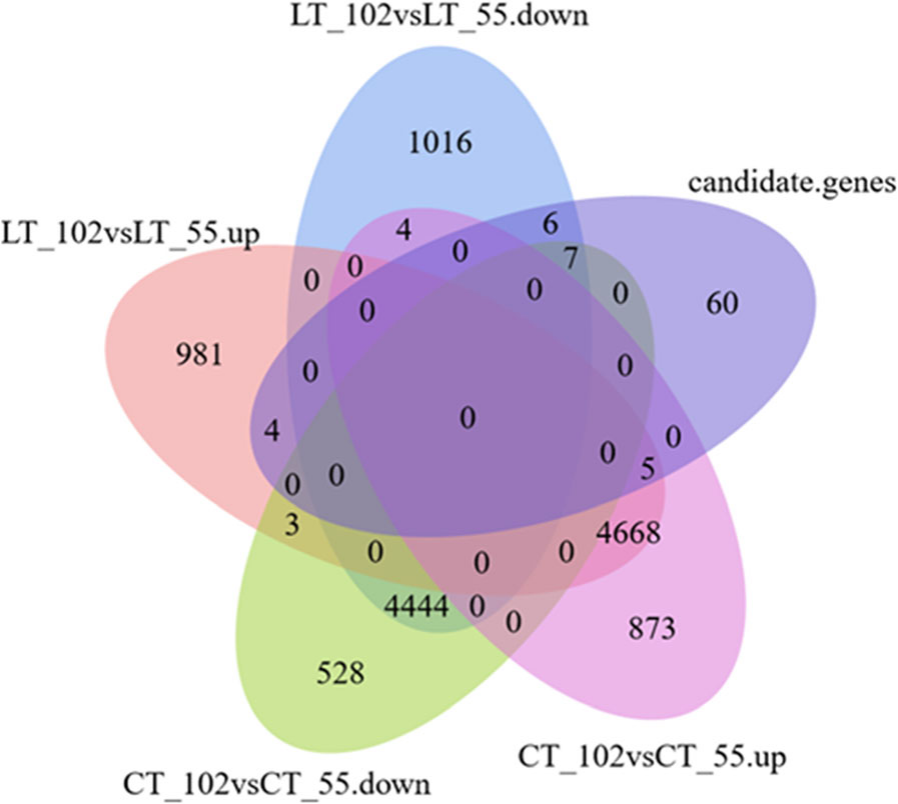
Venn diagram of DEGs distributed in maize inbred lines 102 and 55. The treatments included the normal control treatment (CT) and the low-temperature treatment (LT). The low-temperature-tolerant line (Zao 8–3) and low-temperature-sensitive line (Ji 853) are labeled “55” and “102”, respectively. The five treatment-line comparisons groups included the following: low-temperature treatment line 102 vs low-temperature treatment 55, upregulated expression (LT_102vsLT_55.up); low-temperature treatment line 102 vs low-temperature treatment 55, downregulated expression (LT_102vsLT_55.down); normal control treatment line 102 vs normal control treatment 55, upregulated expression (CT_102vsCT_55.up); normal control treatment line 102 vs normal control treatment 55, downregulated expression (CT_102vsCT_55.down); and candidate genes

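The candidate genes listed near SNPs (Table 3 and Table S4) hold 81 different gene IDs. The deposited table names genes by NCBI symbols, and 51 of the IDs were paired with one of them, 48 by name or synonym and 3 by hand from the annotation (2 of those 3 are Zm00001d002676 and Zm00001d029193). The other 30 were not analysed here. Of the paired genes, 40 passed the filter on low values. At 10 °C only, 7 were lower and 3 higher in line 102. A further 4 were lower and 6 higher at both temperatures, 0 were called at 25 °C only and 20 were not called. With the replicate block the number called at 10 °C only was again 10.

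Among the 10 genes of Table 4, Zm00001d034319 had an FPKM of 2.56 ± 1.29 (mean ± SD, n = 3) in LT_55 and 0.966 ± 0.295 in LT_102, a log2 fold change of −1.43 (SE 0.41, adjusted p = 0.0084, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 25 °C its log2 fold change was 0.18 (SE 0.39). Zm00001d039219 had 6.69 ± 0.499 in LT_55 and 4.44 ± 0.539 in LT_102, a log2 fold change of −0.63 (SE 0.16, adjusted p = 0.0042), against 0.10 (SE 0.16) at 25 °C. Zm00001d021653 had −1.27 (SE 0.44, adjusted p = 0.024) at 10 °C and −0.27 (SE 0.43) at 25 °C, where one CT_102 library had 190 counts and the others 49 and 74. Zm00001d002241 (−0.75, SE 0.14) and Zm00001d002677 (−0.66, SE 0.10) were lower in line 102 at 10 °C, and at 25 °C they were lower by less than the fold threshold (−0.43 and −0.51). Zm00001d002676 (0.62, SE 0.21), Zm00001d029193 (0.63, SE 0.13) and Zm00001d012512 (1.25, SE 0.40) were higher at 10 °C, with 0.49, 0.43 and 0.70 at 25 °C. The last had a p-value above 0.05 at 25 °C and the other two a fold below the threshold.

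Zm00001d025379 and Zm00001d038373 were called at both temperatures. Zm00001d025379 had a log2 fold change of −1.06 (SE 0.22, adjusted p = 0.0012) at 10 °C and −0.60 (SE 0.22, adjusted p = 0.033) at 25 °C, close to the fold threshold. Zm00001d038373 had 1.80 (SE 0.65, adjusted p = 0.028) and 2.23 (SE 0.69, adjusted p = 0.014), with 0, 15 and 10 counts in the CT_55 libraries. By these calls 8 of the 10 genes differed at 10 °C only, and 8 with the replicate block. A fold threshold of 1 moved this number most, to 4. In each of the 10 genes the 3 LT_102 libraries did not overlap the 3 LT_55 libraries (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 allow). Chance gives such a separation in 10% of genes. The unadjusted p-value of the model was under 0.05 in 10 of the 10 genes at 10 °C and in 6 at 25 °C. Adjusted over the 10 genes alone or over all tested genes, the numbers were 10 and 5, though the list was itself called on these libraries.

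**Figure D2:**
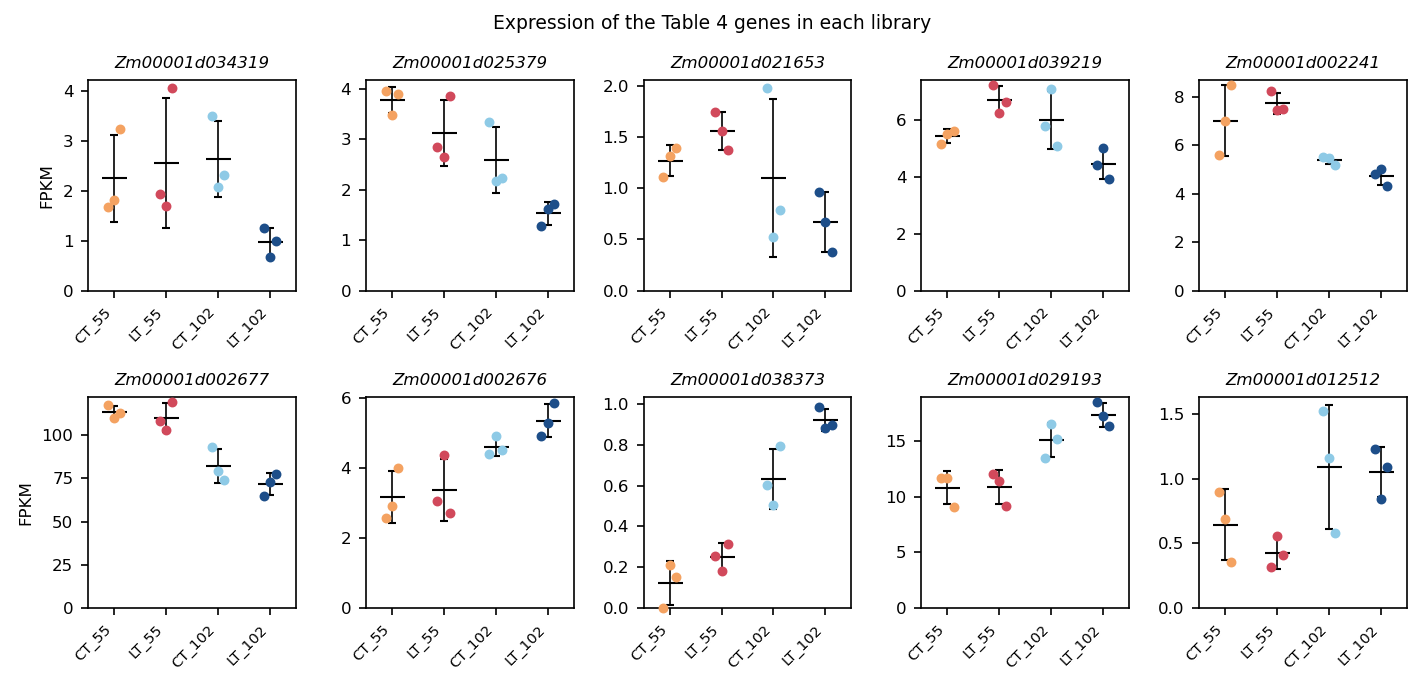
FPKM of the 10 genes of Table 4 in each library (points), with the mean and SD of the 3 replicates of each group. In each gene the LT_102 and LT_55 libraries lie apart, and in 6 of the 10 the CT_102 and CT_55 libraries do so too.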

A total of 82 candidate genes were associated with SNPs, and ten important DEGs were identified, including six candidate genes (*Zm00001d034319*, *Zm00001d025379*, *Zm00001d021653*, *Zm00001d039219*, *Zm00001d002241*, and *Zm00001d002677*) that were downregulated only in the LT_102vsLT_55 comparison group and four candidate genes (*Zm00001d002676*, *Zm00001d038373*, *Zm00001d029193*, and *Zm00001d012512*) that were upregulated only in the LT_102vsLT_55 comparison group. The putative identities of the proteins encoded by these genes are listed in Table 4. 

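The deposited table gives each gene a place on B73 RefGen_v4 and a description taken from protein matches. Zm00001d034319 is LOC100282761 (chromosome 1, 289130006 to 289132642, minus strand), described as inositolphosphorylceramide-B C-26 hydroxylase. Zm00001d025379 is LOC100284248 (chromosome 10, 116471698 to 116473482, plus strand), described as photoperiod responsive protein. Zm00001d021653 is LOC100281048 (chromosome 7, 159155247 to 159157944, minus strand), described as Glucose-6-phosphate/phosphate translocator 2. Zm00001d038373 is LOC103630435 (chromosome 6, 155702778 to 155712538, plus strand), described as protein ESMERALDA 1. Zm00001d029193 is LOC100278306 (chromosome 1, 61642468 to 61668676, minus strand), described as monocopper oxidase-like protein SKU5. Zm00001d039219 is si618049h06(54) (chromosome 6, 173069204 to 173071690, plus strand). Zm00001d002241 is LOC100216700 (chromosome 2, 8682634 to 8686367) and Zm00001d012512 is LOC100384715 (chromosome 8, 175868426 to 175870258). These 3 genes are described as uncharacterized, as is Zm00001d002676 (LOC100193157, chromosome 2, 19014820 to 19019381). Zm00001d002677 (LOC107648858, chromosome 2, 19020321 to 19022807) is described as unknown and lies next to Zm00001d002676. Of the 10 genes, Zm00001d029193 alone overlaps another listed gene, LOC103634963 on the plus strand. Whether the counting took the strand into account is not stated, so reads of that gene within its counts cannot be excluded.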

*Zm00001d034319* encodes an inositol phosphoryl ceramide-B C-26 hydroxylase, *Zm00001d025379* encodes a photoperiod responsive protein, *Zm00001d021653* encodes glucose-6-phosphate/phosphate translocator 2, *Zm00001d039219* encodes a pleckstrin homology (PH) domain-containing protein, *Zm00001d002241* encodes an AT hook motif family protein, *Zm00001d002677* encodes coiled-coil domain-containing protein 124, *Zm00001d002676* encodes a pseudouridine synthase family protein, *Zm00001d038373* encodes a fasciclin-like arabinogalactan family protein (SOS5), and *Zm00001d029193* encodes a monocopper oxidase.

**Table 4:** Candidate DEGs that are inconsistent between the CT_102vsCT_55 and LT_102vsLT_55 comparison groups

Gene ID	CT_102vsCT_55	LT_102vsLT_55	Gene function	***Arabidopsis*** best hit	Rice best hit
*Zm00001d034319*	no	down	inositol phosphoryl ceramide-B C-26 hydroxylase	(ATFAH1, FAH1) fatty acid hydroxylase 1	fatty acid hydroxylase putative expressed
*Zm00001d025379*	no	down	photoperiod responsive protein	(ATCMPG2, CMPG2) CYS MET PRO and GLY protein 2	U-box domain containing protein expressed
*Zm00001d021653*	no	down	glucose-6-phosphate/phosphate translocator 2	(ATGPT2, GPT2) glucose-6-phosphate/phosphate translocator 2	transporter family protein putative expressed
*Zm00001d039219*	no	down	uncharacterized	pleckstrin homology (PH) domain-containing protein	pleckstrin homology domain-containing protein-related taxo putative expressed
*Zm00001d002241*	no	down	uncharacterized	no	AT hook motif family protein expressed
*Zm00001d002677*	no	down	uncharacterized	no	coiled-coil domain-containing protein 124 putative expressed
*Zm00001d002676*	no	up	pseudouridine synthase family protein	pseudouridine synthase family protein	coiled-coil domain-containing protein 139 putative expressed
*Zm00001d038373*	no	up	uncharacterized	(SOS5) fasciclin-like arabinogalactan family protein	fasciclin-like arabinogalactan protein putative expressed
*Zm00001d029193*	no	up	uncharacterized	SKU5 similar 3 (sks3)	monocopper oxidase putative expressed
*Zm00001d012512*	no	up	uncharacterized	protein of unknown function (DUF3133)	expressed protein

The list consists of six parts: gene ID, gene function description, up- or downregulation in the CT_102vsCT_55 and LT_102vsLT_55 comparison group, and *Arabidopsis* and rice best hits

### Functional prediction of candidate genes

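The GO and KEGG columns of the deposited table were read for the 10 genes of Table 4. GO terms are given for 8 of them, with 26 distinct terms in 31 assignments of a term to a gene. Zm00001d029193 and Zm00001d038373 have 8 terms each, Zm00001d025379 has 4, and Zm00001d034319, Zm00001d039219 and Zm00001d002677 have 3 each. Zm00001d021653 and Zm00001d002676 have 1 each. Zm00001d002241 and Zm00001d012512 have no GO term. A KEGG pathway is given for 1 gene only, Zm00001d039219, which is listed in 3 pathways.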

A total of 26 GO terms were found to be associated with the eight candidate genes, and three KEGG pathways were found to be associated with one candidate gene (Tables 5, 6; Additional file 7: Table S5). These GO terms are associated with multiple functions. The first type of function is related to biological processes, including carbohydrate transmembrane transport (*Zm00001d021653*), fatty acid metabolic processes (*Zm00001d034319*), protein ubiquitination (*Zm00001d025379*), fucose metabolic process, protein glycosylation, and cell adhesion (*Zm00001d038373*). The second type is related to molecular functions, which involve copper ion binding and oxidoreductase activity (*Zm00001d029193*), fatty acid alpha-hydroxylase activity (*Zm00001d034319*), ubiquitin-protein transferase activity (*Zm00001d025379*), transferase activity, transferring glycosyl groups (*Zm00001d038373*), and nucleoside diphosphate kinase activity (*Zm00001d039219*). The third type of function is related to cellular components, which involve the endoplasmic reticulum membrane (*Zm00001d034319*), chloroplasts (*Zm00001d039219*), plant-type cell wall, plasmodesmata and mitochondria (*Zm00001d029193*), the endoplasmic reticulum (*Zm00001d034319*), the Golgi apparatus (*Zm00001d038373*), the cytoplasm (*Zm00001d025379* and *Zm00001d002677*), the nucleus (*Zm00001d039219* and *Zm00001d002676*), and integral components of membrane (*Zm00001d038373* and *Zm00001d029193*) (Table 5; Fig. 5a). Two KEGG pathways were identified. 

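The pathways of Zm00001d039219 come from its KEGG orthology number K00940, which stands for nucleoside diphosphate kinase, an enzyme that passes phosphate between nucleotides. K00940 is given to 9 genes of the deposited table, of which 8 were tested. At 10 °C 4 of these 8 were called between the lines, and Zm00001d039219 was the single one called at 10 °C only. LOC100283855 and pco069028 were higher and LOC100283790 lower in line 102 at both temperatures. These 3 genes were named after their values were seen. The plant MAPK signaling pathway holds 420 genes of the table, of which 277 were tested. Of these, 146 were called at 10 °C and 127 at 25 °C. Those called at 10 °C only were 31, 24 lower and 7 higher in line 102. Of all 22985 tested genes, 11754 were called at 10 °C and 11059 at 25 °C. Called at 10 °C only were 1958 of them, 1037 lower and 921 higher. Whether the pathway departs from all tested genes in number or direction was not tested, and its genes are not independent.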

The first type of function is related to MAPK signal transduction, and the second type of function is related to nucleotide metabolism, including both purine metabolism and pyrimidine metabolism (Table 6; Fig. 5b).

**Table 5:** GO analysis of candidate genes related to the RNA-seq results

Gene ID	GO
*Zm00001d034319*	GO:0005783; GO:0006631; GO:0080132
*Zm00001d025379*	GO:0004842; GO:0005737; GO:0010200; GO:0016567
*Zm00001d021653*	GO:0034219; GO:0034219
*Zm00001d039219*	GO:0004550; GO:0005634; GO:0009507
*Zm00001d002241*	no
*Zm00001d002677*	GO:0003674; GO:0005737; GO:0008150
*Zm00001d002676*	GO:0005634
*Zm00001d038373*	GO:0000139; GO:0005794; GO:0006004; GO:0006486; GO:0007155; GO:0016021; GO:0016757; GO:0071555
*Zm00001d029193*	GO:0005507; GO:0009505; GO:0009506; GO:0016722; GO:0003674; GO:0005739; GO:0008150; GO:0016021
*Zm00001d012512*	no

**Table 6:** Distribution of genes and pathways related to the RNA-seq results

Pathway_ID	Pathway_name	Gene ID	KO_Entry	EC
ko00230	Purine metabolism	*Zm00001d039219*	K00940	EC:2.7.4.6
ko00240	Pyrimidine metabolism	*Zm00001d039219*	K00940	EC:2.7.4.6
ko04016	MAPK signaling pathway - plant	*Zm00001d039219*	K00940	EC:2.7.4.6

**Fig. 5:**
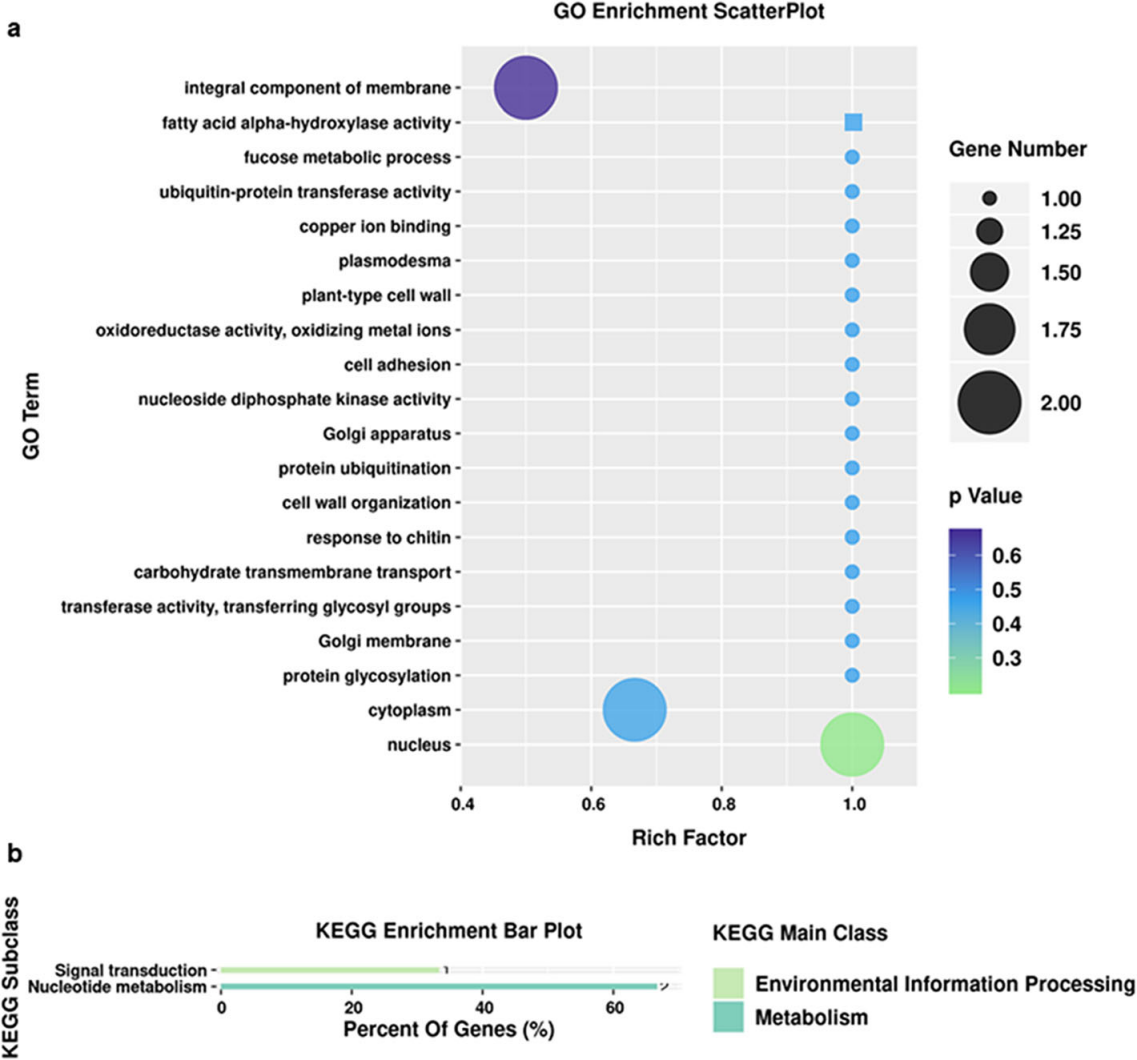
GO annotations and KEGG pathways of DEGs**. a** Bubble chart of GO classifications of the DEGs. The green circle represents the GO annotations common to the *Zm00001d039219* and *Zm00001d002676* genes*.* The purple circle represents the GO annotations common to the *Zm00001d029193* and *Zm00001d038373* genes. The blue square represents the GO annotations common to the *Zm00001d034319* gene. A total of 8 DEGs were annotated; **b** Histogram of the KEGG pathways of the annotated DEGs

### Validation of qRT-PCR for differentially expressed genes

Six candidate genes that showed significant differential expression levels according to the RNA-seq were chosen for further qRT-PCR analysis: *Zm00001d039219*, *Zm00001d029193, Zm00001d002676*, *Zm00001d021653*, *Zm00001d034319* and *Zm00001d025379*. A comparison of the qRT-PCR results and RNA-seq data showed consistent expression trends for all six genes. 

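For the same 6 genes, the response to low temperature was also read from the RNA-seq counts as LT over CT within each line, after 2 h of treatment. In line 55 the log2 fold change was 0.30 (SE 0.16) for Zm00001d039219, 0.28 (SE 0.43) for Zm00001d021653 and 0.18 (SE 0.39) for Zm00001d034319. It was −0.28 (SE 0.22) for Zm00001d025379, −0.0021 (SE 0.13) for Zm00001d029193 and 0.080 (SE 0.21) for Zm00001d002676. In line 102 it was −0.43 (SE 0.16), −0.71 (SE 0.44) and −1.43 (SE 0.41) for the first 3 of these genes, in that order. For the other three it was −0.75 (SE 0.22), 0.20 (SE 0.13) and 0.21 (SE 0.21). Unadjusted p-values were under 0.05 in line 102 for Zm00001d034319 (0.0043), Zm00001d025379 (0.0059) and Zm00001d039219 (0.019), and in line 55 for 0 of the 10 genes of Table 4 (lowest 0.086), by edgeR's quasi-likelihood test. Adjusted over the 10 genes, 2 remained under 0.05 in line 102 (lowest 0.030), and over all tested genes 0 (lowest 0.14, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The changes of Zm00001d021653, Zm00001d029193 and Zm00001d002676 had unadjusted p-values above 0.05 in both lines and were not detectable with 3 replicates.

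With the replicate block the line 102 responses of Zm00001d034319, Zm00001d025379 and Zm00001d039219 were −1.46, −0.74 and −0.43. Their adjusted p-values were 0.088, 0.17 and 0.27, within ranges of 0.034 to 0.52, 0.067 to 0.61 and 0.17 to 0.64 over the alternatives. Same-numbered libraries of the 2 temperatures deviated together with a mean correlation of 0.157 across genes in line 55 (−0.009 to 0.289 over the 3 numbers) and −0.02 in line 102.

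The paper takes the genes called between the lines under low temperature only that also lie near associated SNPs, and compares 6 of them by qRT-PCR. From their response in the lines and their annotated functions it singles out Zm00001d039219 and Zm00001d034319 as candidates.

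**Figure D3:**
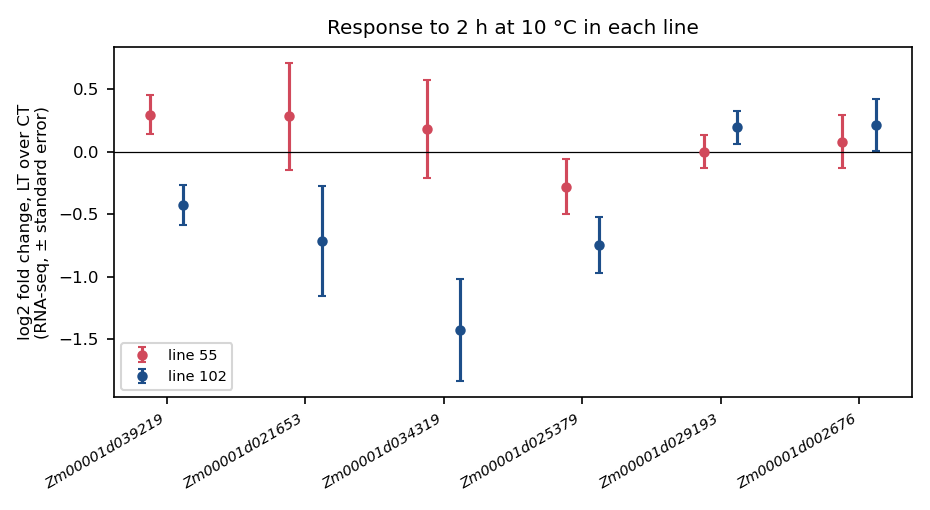
Log2 fold change of LT over CT in the RNA-seq counts for the 6 genes in line 55 and line 102, with SE bars. In line 102 Zm00001d034319 has the largest change (−1.43), and in line 55 the SE bars of Zm00001d021653, Zm00001d034319, Zm00001d029193 and Zm00001d002676 span 0.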

Four genes (*Zm00001d039219*, *Zm00001d021653*, *Zm00001d034319*, and *Zm00001d025379*) showed significantly higher expression levels in 55 than in 102 under 2 h and 4 h of treatment with low temperatures, and two genes (*Zm00001d029193* and *Zm00001d002676*) showed significantly lower expression levels in 55 than in 102 (Fig. 6).

**Fig. 6:**
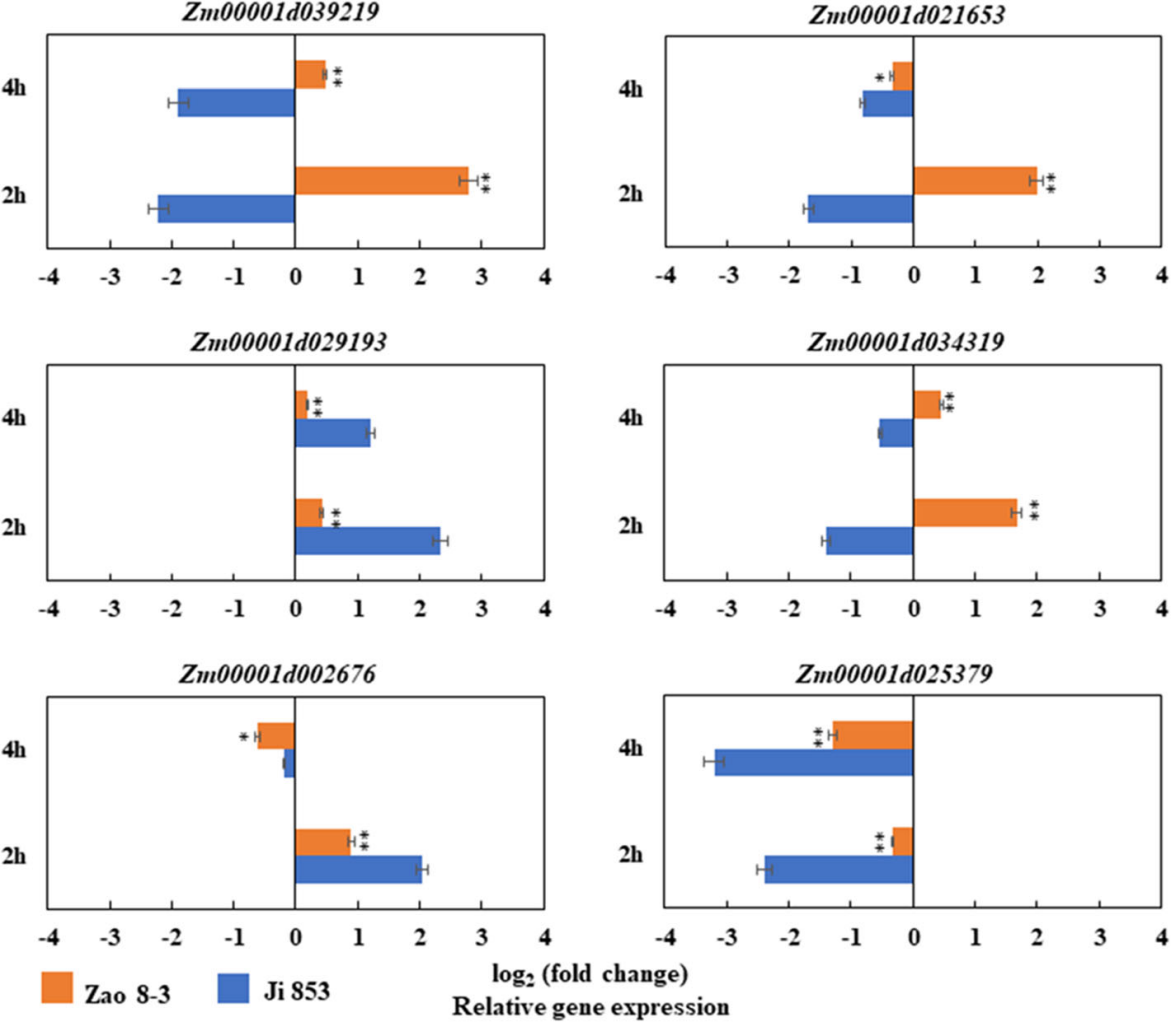
qRT-PCR validation of the GWAS and RNA-seq results. Expression of six candidate genes in the low-temperature-resistant line Zao 8–3 (referred to as 55) and the low-temperature-sensitive line Ji 853 (referred to as 102). Expression analysis was conducted on embryos that were collected at 2 h and 4 h under low (10 °C) and normal (25 °C) temperature conditions, respectively. * and ** indicate significance at *P* < 0.05 and *P* < 0.01, respectively

Two candidate genes are of particular interest: *Zm00001d039219* and *Zm00001d034319*. They showed significantly upregulated expression in 55 and showed significant downregulated expression in 102 under all conditions (both low temperatures for 2 h and 4 h) and are involved in functions related to low-temperature resistance, such as MAPK signaling and fatty acid metabolic processes.

## Discussion

### Relationship between phenotypic characteristics and low-temperature tolerance of maize

The entire growth process of maize is affected by low-temperature stress beginning at the seed germination stage. The most important indicator of low-temperature tolerance during germination is root emergence [1], which is a critical factor for plant development and yield. Low temperature stress decreases root activity, shortens the root length, and results in fewer lateral roots in affected plants [26]. In accordance with previous studies, root and shoot growth were evaluated in controlled growth chambers under a range of temperature regimes [12]. Low-temperature stress also affects maize seedlings after they germinate. It was found that the relative water content, leaf area and leaf dry weight, plant height, root length, stem length and dry weight, and whole-plant fresh weight can be affected [12, 13, 27]. In our study, low-temperature conditions were defined as 10 °C and, for normal conditions, 25 °C. The germination traits assessed were radicle length, radicle surface area, and radicle volume. We observed a large phenotypic variation in radicle length among the 222 maize inbred lines under low-temperature conditions and a strong correlation between radicle length and germination rate. However, their genetic loci were different, indicating that different mechanisms are involved. Our study focused on germination, which was defined as radicle emergence from seeds, under low-temperature conditions. The 30 associated SNPs and two candidate genes identified in this study provide valuable resources for future studies to improve the understanding of the genetic underpinnings of low-temperature tolerance in maize and to improve maize varieties through breeding.

### Integrating GWAS data and RNA-seq data for candidate gene prediction

GWAS has been widely used to identify potential candidate genes for important abiotic stress traits in maize [28], but there are still the problems such as the false positives and so on. RNA-seq has become the preferred technique for detecting genome-wide gene expression patterns [29]. However, it is difficult to identify potential key candidate genes as large amounts of DEG are usually obtained through RNA-seq. Recently, the method of integrating GWAS and RNA-seq has been widely adopted to predict candidate genes. For example, a method combining GWAS results with linked DEGs and co-expression network analysis was used to identify seven candidate genes that respond to drought stress in maize [28]. We identified 10 candidate genes related to seed germination at low temperatures through this method. Among them, the two candidate genes, *Zm00001d039219* and *Zm00001d034319* could provide valuable information for understanding the genetic mechanism of low-temperature tolerance during maize germination.

### Consistent SNPs in previous reports

To evaluate the reliability of SNPs detected in this work, we compared the 30 SNPs identified in the present study to those identified in several related publications. Three SNPs overlapped with the physical positions of published QTLs (Additional file 8: Table S6). QTL-8 for ФPSII at the seedling stage [30] was consistent with PUT-163a-149,007,696-748. Two SNPs (PZE-102099570 and PZE-102100684) on chromosome 2 were located in QTL regions associated with straw dry weight [31]; leaf greenness (SPAD) and trapping efficiency of PSII (*F′v*/*F′m*)at 15 °C [8]. In addition, a candidate gene (*Zm00001d010671*) that was strongly correlated with a nearby SNP (PZE-108068725) was supported by a previously identified candidate gene [5]. Thus, our analysis successfully revealed the SNPs known to be associated with low-temperature tolerance, indicating that the identified SNPs from the present study are highly reliable for use in gene cloning and maize breeding.

### MAPK signaling pathways in response to low-temperature stress

MAPKs are serine–threonine kinases that mediate intracellular signaling and play vital roles in regulating plant growth, development, and stress responses. At present, many protein kinase genes, including those encoding MAPKs, have been shown to mediate the transduction of abiotic stress response signals [32]. In plants, the accumulation of permeants and antioxidants can be induced by low temperature, drought and salt stress, which is mediated by MAPK pathways in yeast and animals [33]. These MAPK pathways are activated by different stimuli via receptors such as protein tyrosine kinases, G-protein-coupled receptors and two-component histidine kinases. *Arabidopsis* has approximately 60 MAPKKKs, 10 MAPKKs, and 20 MAPKs. These kinases can be activated by low temperature and other abiotic stresses and are thought to be important components of abiotic stress signaling [34]. In *Medicago sativa*, low-temperature treatment results in the activation of a MAPK within ten min [35]. Similarly, in tobacco cells, a MAPK and another protein kinase were shown to be activated by osmotic stress in response to Ca^2+^ or in an ABA-independent manner [36]. The maize gene *ZmMAPK5* showed increased expression in response to specific low-temperature treatments [22]. To date, different mechanisms underlying the low-temperature response have been proposed, and relevant coordinated regulatory networks have been analyzed in rice and *Arabidopsis*. In particular, the signal transduction pathways between MPK activation and ICE1 stability at low temperatures have been elucidated. This marks an important breakthrough in the field of plant regulation in response to low temperature [37–39] and reveals the important role of MAPK cascade signals. A candidate gene (*Zm00001d039219*) reported in this study is related to the MAPK signaling pathway, which may be related to low-temperature tolerance in maize.

### Functional analysis of candidate genes

Two candidate genes (*Zm00001d039219* and *Zm00001d034319*) have putative functions related to low-temperature resistance, such as MAPK signaling [22] and fatty acid hydroxylase activity [40], in maize and other species. *Zm00001d039219* encodes a pleckstrin homology (PH) domain-containing protein, which is homologous to *Arabidopsis AT4G23895* and rice *LOC_Os05g51710.1*. Pleckstrin homology (PH) domains are typically involved in targeting proteins to the appropriate cellular location and in protein-protein interactions. Despite minimal sequence conservation, they share a common electrostatically polarized fold. Some (< 10%) PH domains bind phosphoinositide phosphates (PIPs) with high specificity and affinity. They are found in a wide range of cellular signaling proteins, including serine/threonine kinases, adaptors, cytoskeletal-associated molecules, lipid-associated enzymes, tyrosine kinases, regulators of G-proteins, and endocytotic GTPases [41]. The putative protein encoded by *Zm00001d034319* is an inositol phosphorylceramide-B C-26 hydroxylase that belongs to the fatty acid hydroxylase superfamily and shares sequence homology with the fatty acid hydroxylase in *Arabidopsis* (*AT2G34770*) and in rice (*LOC_Os03g56820.1*). The fatty acid hydroxylase superfamily includes both fatty acid and carotene hydroxylases and sterol desaturases. Beta-carotene hydroxylase hydroxylates beta-carotene in zeaxanthin synthesis and may be involved in other pathways. Other family members include C-5 sterol desaturases and C-4 sterol methyl oxidases. The family members containing two copies of the HXHH motif are involved in cholesterol biosynthesis and biosynthesis of plant cuticular wax; these members are typically integral membrane proteins [41]. Maize cell membrane fluidity significantly decreases under low-temperature stress, and the normal physiological function of membrane-bound proteins is lost. Alteration of the composition of membrane lipid fatty acids through genetic manipulation was shown to improve the low-temperature tolerance of plants [40].

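For Zm00001d039219 the RNA-seq libraries of LT_55 had 423, 400 and 459 counts and those of LT_102 212, 294 and 231. In CT_55 they had 231, 323 and 311 and in CT_102 337, 398 and 289. For Zm00001d034319 the counts were 102, 98 and 252 in LT_55, 55, 36 and 53 in LT_102, 68, 97 and 162 in CT_55, and 184, 106 and 119 in CT_102. In LT_55 and CT_55 its replicate 3 was the highest. The change of the line difference between the temperatures was −0.73 (SE 0.23, unadjusted p = 0.0071) for Zm00001d039219 and −1.61 (SE 0.57, unadjusted p = 0.015) for Zm00001d034319 on the log2 scale. Adjusted over all tested genes these p-values were 0.57 and 0.65, and the lowest adjusted over the 10 genes of Table 4 was 0.071 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over the fits that each left out 1 library, the line difference at 10 °C lay between −1.65 and −0.91 for Zm00001d034319 (adjusted p from 0.0053 to 0.053). For Zm00001d039219 it lay between −0.73 and −0.56 (adjusted p from 0.0035 to 0.020), which crosses the fold threshold. It fell short of that threshold without LT_55 replicate 1 and without LT_102 replicate 3. With the replicate block the line differences at 10 °C were −1.38 and −0.64. The same-numbered libraries of LT_55 and LT_102 deviated together with a mean correlation of 0.042.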

In conclusion, two candidate genes (*Zm00001d039219* and *Zm00001d034319*) were found to have significantly different gene expression levels under low-temperature treatment in resistant and sensitive maize lines. Homologs of these genes in *Arabidopsis* and rice have functions related to low-temperature resistance to stress, so these genes are attractive candidate genes for involvement in low-temperature tolerance in maize.

## Conclusion

In the present study, we contributed to the understanding of the genetic control of low-temperature tolerance in maize at the germination stage by the use of a panel of 222 maize inbred lines. Through GWAS, RNA-seq analysis, and validation via qRT-PCR, the two candidate genes (*Zm00001d039219* and *Zm00001d034319*) were found to have significantly different gene expression levels under low-temperature treatment in resistant and sensitive maize lines.

## Methods

### Plant materials

A panel consisting of 222 maize inbred lines was used for the association study (This seeds were originally acquired from researcher Xinhai Li and associate researcher Jianfeng Weng, Institute of Crop Science, Chinese Academy of Agricultural Sciences) [25, 42, 43]. These inbred lines were shown to have a wide range of variation in yield components and biotic stress tolerance. They are generally grown in the Yellow and Huai River valley regions, which are in northeastern and southwestern China [42]. Seeds were produced in the spring of 2016 by manual self-pollination of each plant in at Harbin city, Heilongjiang Province, under temperate climatic conditions. Plants were well managed and were kept free of any disease, insect or weed issues during the whole growing season. Harvested seeds were fully dried and then stored at 4 °C. The 222 maize inbred lines used for the GWAS had germination rates greater than 90% at 25 °C in previous studies in our laboratory (Additional file 9: Table S7).

Two maize lines that were resistant (Zao 8–3, referred to as 55) and sensitive (Ji 853, referred to as 102) to low temperature were selected from among the 222 inbred lines, and RNA-seq was performed to evaluate whole-genome gene expression levels.

### Seed germination and field experiments

The surface of the seeds was disinfected with 1% sodium hypochlorite (NaOCl) for 5 min, and the seeds were rinsed three times with sterile distilled water for germination experiments. After 6 h of imbibition at normal temperature (25 °C), in accordance with the International Seed Testing Association (https://www.seedtest.org/en/home.html, ISTA) protocol, germination experiments were performed on germination paper in a dark chamber at 10 °C for low-temperature conditions (treatment) and at 25 °C for normal conditions (control). The germination paper was wetted, and 50 sterilized seeds were sown on one piece, which was then covered by another piece of wet paper towel [5]. Seed germination was defined as an observed radicle emergence of 0.5 cm. After a treatment incubation at 10 °C for 31 days and recovery at 15 °C for 7 days or a control incubation at 25 °C for 6 days, radicle traits were measured by an Epson Perfection V800 scanner, and Regent WinRHIZO (Canada) software was used for the data analysis. For each condition (treatment and control), three independent experiments were conducted per line.

The experimental field sites were located in XiangYang, Harbin and KeShan of Qiqihar in 2018. The seeds of the low-temperature treatment group were sown when the ground temperature was consistently approximately 6 °C. The normal sowing time was used as a control. The experiment involved a random block design with three replications, and the seed germination number and seedling length were determined.

### Collection of phenotypic data

The germination rate (GR) was expressed as the percentage of germinating plants out of the total number of seeds used. The germ traits and radicle traits were measured using an Epson Perfection V800 scanner. The germ trait was the germ length (GL), and the radicle traits included the radicle length (RL), radicle surface area (RAS) and radicle volume (RV). All traits were measured as the mean of 10 seedlings. The germination index of plants was calculated from 19 to 31 days at 3-day intervals at 10 °C and was calculated daily, from 3 to 6 days at 25 °C. The calculated traits were included the germination index (GI), vitality index (VI) and simple vitality index (SVI), as follows:

$$ \mathrm{GI}=\sum \frac{\mathrm{Gt}}{\mathrm{Dt}} $$

where Gt is the number of germinating plants on a given day (Dt, days after sowing). VI = TL × GI, where TL is the total length of the seedling (including both the germ length and radicle length) on last day and GI is the germination index. SVI = GL × GR, where GR is the germination rate and GL is the germ length.

The field experiment statistics involving the germination rate were calculated on the last day of the XiangYang (XYGR) and KeShan (KSGR) tests, the germ length for XiangYang (XYGL) and KeShan (KSGL) was measured by a ruler, and a simple vitality index was calculated for both locations (XYRSVI and KSRSVI). Each experimental replicate consisted of 50 seedlings, and the mean of 10 seedlings was used for the XYGL and KSGL.

The relative performance of the 14 traits (RGR, RGL, RRL, RRSA, RRV, RGI, RVI, RSVI, XYRGR, XYRGL, XYRSVI, KSRGR, KSRGL, and KSRSVI) was calculated simply as the ratios of the mean values of measurements (*n* = 3) taken under low-temperature stress conditions and control conditions, and these ratios were used as indicators for low-temperature tolerance.

IBM SPSS Statistics version 20.0 software (https://www.ibm.com/support/pages/node/230551) was used to analyze the phenotypic data, including the range, mean, median, standard deviation, kurtosis and skewness of each relative trait. Phenotypic correlations were analyzed using IBM SPSS Statistics version 20.0 software and with the ‘PerformanceAnalytics’ package in R software. ANOVA for the 14 relative traits was performed for each association panel using the ‘lme4’ function in the R package ‘lme4’. The broad-sense heritability (*H*^2^) at each location was estimated using the following formula: *H*^2^ = δ^2^g/(δ^2^g + δ^2^/r). The *H*_b_^2^ in cross-locations was estimated using the following formula: $$ {H}_b^2={\updelta}^2\mathrm{g}/\left({\updelta}^2\mathrm{g}+{\updelta}^2\mathrm{g}\mathrm{e}/\mathrm{n}+{\updelta}^2/\mathrm{n}\mathrm{r}\right) $$. δ^2^g, δ^2^ge, and δ^2^ are estimates of the genetic, G × E and error variances, and n and r are the number of environments and replications per environment, respectively [44].

### Genotypic data and GWAS

Genotyping was carried out on the association panel using an Illumina Maize SNP50 BeadChip, which revealed 56,110 SNPs in the population and was filtered such that SNPs with a missing percentage > 20%, SNPs with a minor allele frequency (MAF) < 0.05, and SNPs with a heterozygosity > 20% were removed [25, 42, 43]. In total, 40,697 SNPs were used for the association analysis, with a MAF of > 0.05 in the population. Using the STRUCTURE 2.3 software, 7742 distributed SNP datasets were assessed for structural parameters [45]. ∆K was calculated using StructureHarvester [46]. The kinship information for 222 inbred lines was estimated using the software TASSEL 5.0.

The GWAS was performed in accordance with the MLM in TASSEL 5.0 [47], and the following 14 traits were used for association analysis: the RGR, RGL, RRL, RRSA, RRV, RGI, RVI, RSVI, XYRGR, XYRGL, XYRSVI, KSRGR, KSRGL and KSRSVI. GEC software (http://grass.cgs.hku.hk/gec/estimateB.php?function=Bonferroni) was used to calculate the effective number of markers (Ne) and to calculate the recommended threshold (0.05/Ne) as the basis for whether the 14 trait values were significantly correlated with a given SNP. Because a Bonferroni correction (0.05 / 23,398 = 2.140e-6) was too conservative (there were very few SNPs significantly associated with the 14 traits), a less stringent threshold of -log_10_(*P*) > 4 was used to detect significant association signals [25, 43, 48]. Manhattan plots were subsequently generated by the CMplot package in R software.

The linkage disequilibrium measurement parameter *r*^*2*^ was used to estimate the LD between all SNPs with less than 25% missing data for each chromosome via the software PopLDdecay 3.30 (https://github.com/BGI-shenzhen/PopLDdecay). All significantly associated SNPs on the same chromosome whose physical distance was less than the LD decay distance were defined as one site, and the range of each LD decay upstream and downstream of the SNP of the -log_10_(*P*) peak for each site was used to mine candidate genes. The B73 RefGen_V4 gene model from the maizeGDB website (http://www.maizegdb.org/) was used to map the loci and to retrieve genetic information.

### RNA-seq and analysis of DEGs

The low-temperature-resistant line Zao 8–3 (referred to as 55) and a low-temperature-sensitive line Ji 853 (referred to as 102) were used in this study. Before imbibition, the seeds were sterilized and rinsed as described above. The seeds imbibed at normal temperature (25 °C) for 6 h and then were sampled at 2 h after imbibition on the germination paper under the ‘normal’ condition (25 °C) for CK_102 and CK_55 and under low-temperature conditions (10 °C) for LT_102 and LT_55. Embryos were isolated from the seeds of each sample, frozen in liquid nitrogen, and stored at − 80 °C for RNA extraction. There were three biological replicates for each treatment. The maize RNA samples were sent to LC-BIO (Hangzhou, China) for library construction and sequencing. Briefly, for each total RNA sample, the genomic DNA was removed by DNase I treatment, after which the mRNA was enriched using oligo (dT) magnetic beads and subsequently fragmented. Random hexamer primers were used for the synthesis of double-strand cDNA, which was further modified by end repair and 3′-polyadenylation. The fragments were amplified for sequencing via an Illumina NovaSeq 6000. The maize genome database ZmB73RefGenv4 (ftp://ftp.ncbi.nlm.nih.gov/genomes/all/GCF/000/005/005/GCF_000005005.2_B73_RefGen_v4) was used as the reference genome. The read count for each gene was obtained from the mapping results and normalized to fragments per kilobase of transcript per million mapped reads (FPKM). The default threshold for a significant difference in gene expression was set to |log_2_FC| ≥ 0.585 and *p* < 0.05. The raw sequence data are available in the NCBI GEO database under accession number GSE146666 (GSM4403922- GSM4403933).

### Identification and annotation of candidate genes

GO enrichment analysis was used to identify all the GO terms of the genes whose expression was significantly enriched compared to the background from among the lists of DEGs and to filter the DEGs corresponding to specific biological functions. All DEGs were categorized and grouped based on their GO terms using the publicly available database at http://www.geneontology.org/. The gene numbers were calculated for every term. A hypergeometric test and GO Term Finder (http://www.yeastgenome.org/help/analyze/go-term-finder) were used to identify significantly enriched GO terms. The three categories, ‘biological process’, ‘cellular component’, and ‘molecular function’, were overrepresented and were further filtered using the Bonferroni multitest adjustment method and Fisher’s exact test [49, 50]. To further understand the biological functions of the DEGs, the significantly enriched metabolic or signal transduction pathways were identified using KEGG pathway enrichment analysis [51] (http://www.genome.ad.jp/kegg/kegg2.html). Genes were annotated using the maize GDB (http://www.maizegdb.org) and NCBI databases (http://www.ncbi.nlm.nih.gov/).

### qRT-PCR-based validation of candidate genes

The total RNA samples used for transcriptome sequencing of the low-temperature-resistant line Zao 8–3 (referred to as 55) and the low-temperature-sensitive line Ji 853 (referred to as 102) were also subjected to qRT-PCR. For each sample, 500 ng of RNA was used for reverse transcription with a *TransScript*® One-Step gDNA Removal Kit in conjunction with cDNA Synthesis SuperMix (TransGen Biotech, Beijing, China). qRT-PCR was carried out using an Analytik Jena Real Time PCR Detection System, with the maize actin gene serving as a control. Gene-specific primers were designed using Primer 5.0 software (Additional file 10: Table S8). The 20 μl reaction mixtures consisted of 2 μl of diluted cDNA, 0.4 μl of reverse and forward primers, 7.2 μl of ddH_2_O and 10 μl of 2× *TransStart*® Tip Green qPCR SuperMix (TransGen Biotech, Beijing, China). The gene expression level was calculated using the relative 2^-∆∆CT analytical method [52]. For each sample, three biological replicates were included, with each biological replicate consisting of three technical repeats. For gene expression, the mean value of three replicates was used.

## Supplementary information

**Additional file 1 Table S1.** ANOVA results and heritability of 14 traits of the lines composing the association panel.

**Additional file 2 Table S2.** Correlation coefficients (r) between 14 phenotypic traits of 222 maize inbred lines under normal and low-temperature conditions.

**Additional file 3 Figure S1.** Estimated population structure of 222 maize inbred lines.

**Additional file 4 Table S3.** Mean of LD decay distance of the 10 chromosomes for *r*^*2*^ values which are equal to greater than 0.1 and 0.2.

**Additional file 5 Figure S2.** Illustration of whole-genome LD in a panel of 222 maize lines.

**Additional file 6 Table S4.** Functions of an additional 68 candidate genes identified within a LD decay of 26 associated SNPs.

**Additional file 7 Table S5.** Twenty-six GO terms associated with eight candidate genes.

**Additional file 8 Table S6.** SNPs or candidate genes that overlap with published QTLs.

**Additional file 9 Table S7.** Germination rates of 222 maize inbred lines at 25 °C.

**Additional file 10 Table S8.** Primer sequences used for quantitative real-time PCR.

## Data Availability

The raw RNA-seq data are available in the NCBI GEO database under accession number GSE146666 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE146666).

## Abbreviations

GWAS: Genome-wide association study
SNP(s): Single nucleotide polymorphism(s)
RNA-seq: RNA-sequencing
LD: Linkage disequilibrium
DEGs: Differentially expressed genes
FC: Fold change
GO: Gene ontology
KEGG: Kyoto encyclopedia of genes and genomes
qRT-PCR: Quantitative real-time PCR
RGR: Relative germination rate
RGL: Relative germ length
RRL: Relative radicle length
RRSA: Relative radicle surface area
RRV: Relative radicle volume
RGI: Relative germination index
RVI: Relative vitality index
RSVI: Relative simple vitality index
XYRGR: XiangYang relative germination rate
XYRGL: XiangYang relative germ length
XYRSVI: XiangYang relative simple vitality index
KSRGR: KeShan relative germination rate
KSRGL: KeShan relative germ length
KSRSVI: KeShan relative simple vitality index
MLM: Mixed-linear model
FPKM: Fragments per kilobase of transcript per million mapped reads
SD: Standard deviation
MAPK: Mitogen-activated protein kinase
PH: Pleckstrin homology
PIPs: Phosphoinositide phosphates
PM: Plasma membrane

# Supplementary material for: Identification of candidate tolerance genes to low-temperature during maize germination by GWAS and RNA-seqapproaches
**Source:** BMC Plant Biol. 2020 Jul 14;20:333. doi: 10.1186/s12870-020-02543-9
**Supplement:** Supplementary file 1 — Additional file 1 Table S1. ANOVA results and heritability of 14 traits of the lines composing the association panel.

**Additional file 1:**

**Table S1** ANOVA results and heritability of 14 traits of the lines composing the association panel

| **Traits** | **Env** | **Genotype**  **variance** | **Environment**  **variance** | **Error variance** | **Gen×Env**  **variance** | ***H*^2^ (%)** |
| --- | --- | --- | --- | --- | --- | --- |
| RGR | E1 | 0.0474*** |  | 0.0034*** |  | 97.64 |
| RGL | E1 | 0.0474 *** |  | 0.0031*** |  | 98.40 |
| RRL | E1 | 0.0787*** |  | 0.0090*** |  | 97.21 |
| RRSA | E1 | 0.0775*** |  | 0.0086*** |  | 97.31 |
| RRV | E1 | 0.1023*** |  | 0.0120*** |  | 97.16 |
| RGI | E1 | 0.0055*** |  | 0.0002* |  | 98.68 |
| RVI | E1 | 0.0045*** |  | 0.0001 |  | 99.21 |
| RSVI | E1 | 0.03401*** |  | 0.0011*** |  | 98.90 |
| XYRGR | E2 | 0.0269*** |  | 0.0080*** |  | 91.03 |
| XYRGL | E2 | 0.0055*** |  | 0.0024*** |  | 87.24 |
| XYRSVI | E2 | 0.0101*** |  | 0.0028*** |  | 91.45 |
| KSRGR | E3 | 0.0281*** |  | 0.0075*** |  | 91.78 |
| KSRGL | E3 | 0.0110*** |  | 0.0038*** |  | 89.78 |
| KSRSVI | E3 | 0.0120*** |  | 0.0032*** |  | 91.89 |
| RGR | E1/E2/E3 | 0.0187* | 0.0290* | 0.0063* | 0.0154* | 76.23 |
| RGL | E1/E2/E3 | 0.0000 | 0.0013** | 0.0028** | 0.0204** | 0.57 |
| RSVI | E1/E2/E3 | 0.0054* | 0.0050* | 0.0024* | 0.0133* | 53.38 |
| RGR | E2/E3 | 0.0226 | 0.0057 | 0.0078 | 0.0049 | 85.74 |
| RGL | E2/E3 | 0.0006* | 0.0009* | 0.0031* | 0.0076* | 12.70 |
| RSVI | E2/E3 | 0.0075* | 0.0008* | 0.0030* | 0.0035* | 76.80 |

“Env”: the specific environment: E1 is indoor; E2 is 2017 XiangYang; E3 is 2017 KeShan, “Gen × Env”: Genotype×Environment. *H*^2^: represented broad-sense heritability. *, ** and *** represent indicate significant level at *P* < 0.05, *P* < 0.01 and *P* < 0.001, respectively.

# Supplementary material for: Identification of candidate tolerance genes to low-temperature during maize germination by GWAS and RNA-seqapproaches
**Source:** BMC Plant Biol. 2020 Jul 14;20:333. doi: 10.1186/s12870-020-02543-9
**Supplement:** Supplementary file 2 — Additional file 2 Table S2. Correlation coefficients (r) between 14 phenotypic traits of 222 maize inbred lines under normal and low-temperature conditions.

**Additional file 2:**

**Table S2** Correlation coefﬁcients (r) between 14 phenotypic traits of 222 maize inbred lines under normal and low-temperature conditions

| **Env.** | **Trait** | **GR** | **GL** | **RL** | **RSA** | **RV** | **GI** | **VI** | **SVI** | **XYGR** | **XYGL** | **XYSVI** | **KSGR** | **KSGL** | **KSSVI** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Low tempera-ture | GR | 1 |  |  |  |  |  |  |  |  |  |  |  |  |  |
|  | GL | 0.272** | 1 |  |  |  |  |  |  |  |  |  |  |  |  |
|  | RL | 0.330** | 0.649** | 1 |  |  |  |  |  |  |  |  |  |  |  |
|  | RSA | 0.293** | 0.568** | 0.810** | 1 |  |  |  |  |  |  |  |  |  |  |
|  | RV | 0.272** | 0.478** | 0.674** | 0.834** | 1 |  |  |  |  |  |  |  |  |  |
|  | GI | 0.948** | 0.316** | 0.331** | 0.287** | 0.264** | 1 |  |  |  |  |  |  |  |  |
|  | VI | 0.705** | 0.733** | 0.779** | 0.667** | 0.565** | 0.762** | 1 |  |  |  |  |  |  |  |
|  | SVI | 0.687** | 0.847** | 0.618** | 0.552** | 0.472** | 0.704** | 0.922** | 1 |  |  |  |  |  |  |
|  | XYGR | 0.433** | 0.167* | 0.260** | 0.199** | 0.117 | 0.445** | 0.401** | 0.351** | 1 |  |  |  |  |  |
|  | XYGL | 0.225** | 0.119 | 0.195** | 0.159* | 0.100 | 0.258** | 0.269** | 0.213** | 0.458** | 1 |  |  |  |  |
|  | XYSVI | 0.415** | 0.166** | 0.258** | 0.199** | 0.114 | 0.432** | 0.393** | 0.340** | 0.970** | 0.633** | 1 |  |  |  |
|  | KSGR | 0.485** | 0.281** | 0.279** | 0.234** | 0.134* | 0.506** | 0.469** | 0.450** | 0.705** | 0.391** | 0.687** | 1 |  |  |
|  | KSGL | 0.255** | 0.161* | 0.139* | 0.142* | 0.117 | 0.286** | 0.232** | 0.241** | 0.365** | 0.310** | 0.361** | 0.448** | 1 |  |
|  | KSSVI | 0.451** | 0.271** | 0.253** | 0.226** | 0.137* | 0.474** | 0.431** | 0.425** | 0.656** | 0.387** | 0.641** | 0.922** | 0.719** | 1 |
| Normal  control | GR | 1 |  |  |  |  |  |  |  |  |  |  |  |  |  |
|  | GL | 0.141* | 1 |  |  |  |  |  |  |  |  |  |  |  |  |
|  | RL | 0.120 | 0.396** | 1 |  |  |  |  |  |  |  |  |  |  |  |
|  | RSA | 0.176** | 0.301** | 0.784** | 1 |  |  |  |  |  |  |  |  |  |  |
|  | RV | 0.230** | 0.284** | 0.591** | 0.805** | 1 |  |  |  |  |  |  |  |  |  |
|  | GI | 0.336** | 0.521** | 0.072 | 0.103 | 0.177** | 1 |  |  |  |  |  |  |  |  |
|  | VI | 0.300** | 0.853** | 0.463** | 0.396** | 0.387** | 0.825** | 1 |  |  |  |  |  |  |  |
|  | SVI | 0.233** | 0.995** | 0.400** | 0.312** | 0.302** | 0.542** | 0.867** | 1 |  |  |  |  |  |  |
|  | XYGR | -0.009 | -0.007 | -0.041 | -0.066 | -0.072 | 0.156* | 0.080 | -0.010 | 1 |  |  |  |  |  |
|  | XYGL | 0.097 | 0.049 | 0.123 | 0.036 | 0.010 | -0.009 | 0.047 | 0.057 | 0.119 | 1 |  |  |  |  |
|  | XYSVI | 0.058 | 0.017 | 0.040 | -0.024 | -0.043 | 0.112 | 0.084 | 0.021 | 0.806** | 0.674** | 1 |  |  |  |
|  | KSGR | 0.096 | 0.152* | 0.113 | 0.049 | -0.030 | 0.268** | 0.252** | 0.157* | 0.356** | 0.091 | 0.309** | 1 |  |  |
|  | KSGL | 0.043 | 0.125 | 0.146* | 0.096 | 0.157* | 0.012 | 0.118 | 0.125 | 0.050 | 0.130 | 0.112 | 0.117 | 1 |  |
|  | KSSVI | 0.092 | 0.194** | 0.163* | 0.079 | 0.060 | 0.206** | 0.257** | 0.196** | 0.291** | 0.144* | 0.294** | 0.793** | 0.690** | 1 |

Env, the specific environment. * and ** indicate significant levels at *P* < 0.05 and *P* < 0.01, respectively.

# Supplementary material for: Identification of candidate tolerance genes to low-temperature during maize germination by GWAS and RNA-seqapproaches
**Source:** BMC Plant Biol. 2020 Jul 14;20:333. doi: 10.1186/s12870-020-02543-9
**Supplement:** Supplementary file 3 — Additional file 3 Figure S1. Estimated population structure of 222 maize inbred lines.

**Additional file 3:**

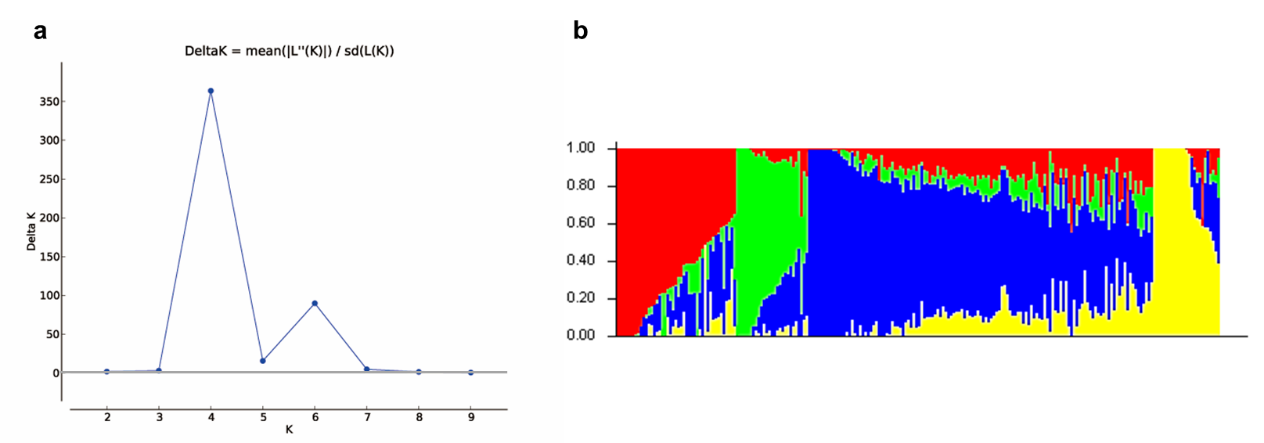

**Figure S1** Estimated population structure of 222 maize inbred lines. a. ∆K value of the determination. b. Estimated population structure of the 222 maize inbred lines with values of K = 4.

# Supplementary material for: Identification of candidate tolerance genes to low-temperature during maize germination by GWAS and RNA-seqapproaches
**Source:** BMC Plant Biol. 2020 Jul 14;20:333. doi: 10.1186/s12870-020-02543-9
**Supplement:** Supplementary file 4 — Additional file 4 Table S3. Mean of LD decay distance of the 10 chromosomes for r2 values which are equal to greater than 0.1 and 0.2.

**Additional file 4:**

**Table S3** Mean of LD decay distance of the 10 chromosomes for *r^2^* values which are equal to 0.1 and 0.2

| **Chromosome** | **LD decay(kb)** | |
| --- | --- | --- |
|  | ***r^2^* = 0.1** | ***r^2^* = 0.2** |
| **1** | 55 | 395 |
| **2** | 60 | 520 |
| **3** | 110 | 710 |
| **4** | 100 | 610 |
| **5** | 60 | 770 |
| **6** | 45 | 575 |
| **7** | 80 | 775 |
| **8** | 70 | 775 |
| **9** | 60 | 1125 |
| **10** | 110 | 850 |
| **Mean** | 60 | 710 |

# Supplementary material for: Identification of candidate tolerance genes to low-temperature during maize germination by GWAS and RNA-seqapproaches
**Source:** BMC Plant Biol. 2020 Jul 14;20:333. doi: 10.1186/s12870-020-02543-9
**Supplement:** Supplementary file 6 — Additional file 6 Table S4. Functions of an additional 68 candidate genes identified within a LD decay of 26 associated SNPs.

**Additional file 6:**

**Table S4** Functions of an additional 68 candidate genes identified within a LD decay of 26 associated SNPs

# Supplementary material for: Identification of candidate tolerance genes to low-temperature during maize germination by GWAS and RNA-seqapproaches
**Source:** BMC Plant Biol. 2020 Jul 14;20:333. doi: 10.1186/s12870-020-02543-9
**Supplement:** Supplementary file 7 — Additional file 7 Table S5. Twenty-six GO terms associated with eight candidate genes.

**Additional file 7:**

**Table S5** Twenty-six GO terms associated with eight candidate genes

| **Maize GDB Gene ID** | **GO_Term** | **GO_function** |
| --- | --- | --- |
| *Zm00001d021653* | carbohydrate transmembrane transport | biological_process |
| *Zm00001d034319* | fatty acid metabolic process | biological_process |
| *Zm00001d025379* | response to chitin | biological_process |
| *Zm00001d025379* | protein ubiquitination | biological_process |
| *Zm00001d038373* | fucose metabolic process | biological_process |
| *Zm00001d038373* | protein glycosylation | biological_process |
| *Zm00001d038373* | cell adhesion | biological_process |
| *Zm00001d038373* | cell wall organization | biological_process |
| *Zm00001d002677*; *Zm00001d029193* | biological_process | biological_process |
| *Zm00001d029193* | plant-type cell wall | cellular_component |
| *Zm00001d029193* | plasmodesma | cellular_component |
| *Zm00001d029193* | mitochondrion | cellular_component |
| *Zm00001d034319* | endoplasmic reticulum | cellular_component |
| *Zm00001d025379*; *Zm00001d002677* | cytoplasm | cellular_component |
| *Zm00001d038373* | Golgi apparatus | cellular_component |
| *Zm00001d038373; Zm00001d029193* | integral component of membrane | cellular_component |
| *Zm00001d038373* | Golgi membrane | cellular_component |
| *Zm00001d039219* | chloroplast | cellular_component |
| *Zm00001d039219*; *Zm00001d002676* | nucleus | cellular_component |
| *Zm00001d029193* | copper ion binding | molecular_function |
| *Zm00001d034319* | fatty acid alpha-hydroxylase activity | molecular_function |
| *Zm00001d025379* | ubiquitin-protein transferase activity | molecular_function |
| *Zm00001d038373* | transferase activity, transferring glycosyl groups | molecular_function |
| *Zm00001d029193* | oxidoreductase activity | molecular_function |
| *Zm00001d002677*; *Zm00001d029193* | molecular_function | molecular_function |
| *Zm00001d039219* | nucleoside diphosphate kinase activity | molecular_function |

# Supplementary material for: Identification of candidate tolerance genes to low-temperature during maize germination by GWAS and RNA-seqapproaches
**Source:** BMC Plant Biol. 2020 Jul 14;20:333. doi: 10.1186/s12870-020-02543-9
**Supplement:** Supplementary file 8 — Additional file 8 Table S6. SNPs or candidate genes that overlap with published QTLs.

**Additional file 8:**

**Table S6** SNPs or candidate genes that overlap with published QTLs

| **SNP** | **Bin** | **Reference** | **QTL or gene** | **Nearest marker** | | **Trait** |
| --- | --- | --- | --- | --- | --- | --- |
| PUT-163a-149007696-748 | 2.02 | Rodríguez et al. 2014 | QTL-8 | umc1823, umc1185 | | ФPSII |
| PZE-102099570 / PZE102100684 | 2.05 | Leipner et al. 2008 |  | dupssr21 | | straw dry weight |
|  |  | Fracheboud et al. 2004 |  | bnlg1909 | | *F′v*/*F′m* |
|  |  |  |  | bnlg1909 | | SPAD |
| PZE-108068725 | 8.04 | Li et al. 2018 | *Zm00001d010671 (GRMZM2G380561)* | |  | root length |

# Supplementary material for: Identification of candidate tolerance genes to low-temperature during maize germination by GWAS and RNA-seqapproaches
**Source:** BMC Plant Biol. 2020 Jul 14;20:333. doi: 10.1186/s12870-020-02543-9
**Supplement:** Supplementary file 9 — Additional file 9 Table S7. Germination rates of 222 maize inbred lines at 25 °C.

**Additional file 9:**

**Table S7** Germination rates of 222 maize inbred lines at 25 ℃

^a^Codes of 222 maize inbred lines. ^b,c,d^Three replicates of germination numbers of maize seeds at 25 ℃. ^e^Average germination rate of three replicates. Each experimental replicate contained 50 seeds

# Supplementary material for: Identification of candidate tolerance genes to low-temperature during maize germination by GWAS and RNA-seqapproaches
**Source:** BMC Plant Biol. 2020 Jul 14;20:333. doi: 10.1186/s12870-020-02543-9
**Supplement:** Supplementary file 10 — Additional file 10 Table S8. Primer sequences used for quantitative real-time PCR.

**Additional file 10:**

**Table S8** Primer sequences used for quantitative real-time PCR

| **Gene name** | **Forward primer (5'-3')** | **Reverse primer (5'-3')** |
| --- | --- | --- |
| *Zm00001d039219* | AGAAACTTTACGAACCGAAATAGC | AAGCCAGTCATCCACATCAG |
| *Zm00001d029193* | CTCTGCTCTTGCTGCTCCTG | TGATGCCAATCACCTTCTGC |
| *Zm00001d002676* | CCAAATGAGCACAGCCGTAA | TTGGATGCCCTCAAGAC |
| *Zm00001d021653* | CTGTACCGTCAGGAGCATGT | AAGATAACGTTCAGCGCCCA |
| *Zm00001d034319* | CTGCCTGCTCGTGAAATCTA | ACCCGTGAAGAAGGTAATGC |
| *Zm00001d025379* | TGACGAGGCTGCTCCTCCT | GAGACAGCTCTTGGCGTTCACC |

How the deposited data were processed for this re-analysis (not part of the article)

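The RNA-seq data cover embryos of the maize lines 55 and 102, kept for 6 h at 25 °C and then for 2 h at 25 °C (CT, written CK in the paper's methods) or at 10 °C (LT), with 3 biological replicates per group and 12 libraries. The groups were taken from the sample labels, and the line, temperatures and times from the paper's methods. The authors made poly(A) libraries, mapped the reads to B73 RefGen_v4, and deposited one table with a read count per gene and library for each gene with at least 1 count in some library. The authors also normalized these counts to FPKM, which are in the same deposited table. The paper's text names no aligner, no counting program and no test for differential expression. In genes with a single transcript, the FPKM was checked to be proportional to the count, with a factor inversely proportional to the library's total count. No pair of libraries among the 66 pairs was identical.

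The design written in advance assumed FPKM alone and limma on log2(FPKM + 0.1). Since the table holds counts, the comparisons were made with edgeR's quasi-likelihood test on the counts (edgeR 4.0.16, limma 3.58.1, R 4.3.3), and the limma fit became an alternative. Genes with an FPKM of at least 0.5 in at least 3 of the 12 libraries were tested, 22985 in number. The 4 groups were fitted in one model without an intercept, with TMM normalization and without a replicate block, and share one estimate of the spread per gene. The contrasts were line 102 over line 55 at each temperature, LT over CT in each line, and the line by temperature interaction. Between the lines, a gene was called at an absolute log2 fold change of at least 0.585 and an unadjusted p-value under 0.05, as the paper states. For the responses to temperature and the interaction, the p-value was adjusted by the Benjamini-Hochberg method over all tested genes. The standard error of a log2 fold change was computed as its size divided by the square root of the F statistic. For named genes an exact two-sided permutation test on FPKM of 3 libraries against 3 was added, whose p-value cannot go below 0.1. A group whose libraries all had 3 counts or fewer was treated as at the floor, and the fold is then a lower bound.

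The procedure was tested on simulated data, counts drawn for the 22985 genes around 1 mean per gene with the totals of the real libraries. Both lines had the same mean, and the spread followed the overall trend with expression, without a spread of each gene's own. In the LT_102 libraries only, 200 genes with a mean FPKM of at least 1 were changed. Their absolute log2 fold change was at least 1. At an adjusted p-value under 0.05 the procedure recovered 84.5% of the changed genes in the comparison of the lines at 10 °C, 82.5% in the response of line 102 and 68.5% in the interaction. The shares of false calls were 5.6%, 4.1% and 4.9%. Library totals lie between 44028579 and 67873652 counts. Low counts limit single genes: a gene with a few counts in one group can be called on the presence of a handful of reads.

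The genes named in the text are the 10 genes of Table 4, up to 2 genes in each direction among those called in opposite directions, and up to 2 genes in each direction with the largest log2 fold change for the lines at 10 °C, for each line's response and for the interaction. These largest changes were taken among genes with an adjusted p-value under 0.05 and, for comparisons of 2 groups, no overlap between the libraries. Their mean FPKM over all 12 libraries was at least 1, so a gene counted mainly in the other line could enter. Genes outside this rule are named as chosen after their values were seen. The replicate numbers used as a block come from the sample labels, and the paper does not say that they pair the samples. Gene IDs of the paper were matched to the NCBI names of the table through names and synonyms in a RefSeq gene list, and 3 by hand. Coordinates are those of the deposited table. Tables were joined and drawn with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

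The alternatives were the filter on low values (none, or an FPKM of at least 1), the fold threshold, the p-value threshold, the fold change as a ratio of mean FPKM, the groups in the fit, the moderation of variances, median ratio scaling, the replicate block and leaving out each library in turn. After the values were seen, DESeq2 1.42.0, limma on FPKM with a pseudocount of 0.1 (the test first designed), 1 or 0.01 or with quantile normalization, and counts divided by 4 were added. The GWAS, the phenotypes and the qRT-PCR were not analysed here. Reads shared between near-identical gene copies cannot be assessed without a genome sequence, which was not used here.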

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

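The comparison of the 138 genes with their change in line 55, the division of the counts by 4 and the fits of limma on FPKM, with and without quantile normalization, were chosen only after the result was seen.

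The response of each line to low temperature was followed in the paper by qRT-PCR of 6 genes, and the libraries hold it for every gene. In line 55, 12 genes passed an absolute log2 fold change of 0.585 and an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 10 lower and 2 higher under LT. At the same fold threshold with an unadjusted p-value under 0.05 there were 442 lower and 162 higher. The replicate block gave 31 genes, 29 lower and 2 higher. Same-numbered CT_55 and LT_55 libraries deviated together with a mean correlation of 0.157 across genes, against −0.078 for different numbers. The second value largely follows from the first, since deviations within a group cancel out. Replicate 3 stands apart at both temperatures. Of the 4 splits of the 6 libraries that part every same-numbered pair, 1 gave as many genes, the real one, and the others gave 0 to 3. A design with 4 splits cannot separate this from a grouping that arose by chance. The other 6 splits, which part 1 pair only, gave 0 to 290 genes. The split with 290 set LT_55 replicates 1 and 3 with CT_55 replicate 3 against the rest. LOC103642973, annotated as a CCR4-associated factor 1 homolog, had 38, 61 and 79 counts in CT_55 and 0, 0 and 4 in LT_55, a log2 fold change of −5.61 (adjusted p = 0.042, from 9.7e-07 to 0.42 over its alternatives). LOC103644214, annotated as Protein argonaute 14, went from 6, 4 and 4 counts to 0 in LT_55, at least 1.74-fold lower. LOC103642103 went from 0 to 14, 14 and 10 counts, at least 3.83-fold higher, and LOC100382292 (discordia 1) from 0 to 9, 10 and 13, at least 3.17-fold higher. The line 102 libraries had 580 to 969 counts of LOC103644214, 84 to 178 of LOC103642103 and 426 to 756 of LOC100382292. The changes of these genes in line 55 thus rest on a handful of counts in genes counted mainly in line 102.

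In line 102 the response reached 142 genes, 138 lower and 4 higher, with a median log2 fold change of −1.27 among the 138, and 1031 lower and 181 higher at the same fold threshold with an unadjusted p-value under 0.05. It reached 272 genes with the replicate block, and the correlation of same-numbered libraries was −0.02. Of the 4 splits that part every same-numbered pair, 1, the real one, gave as many, and the others gave 0 to 3. The other 6 splits gave 0 to 5. The share that fell was 97.2%. A difference in scaling between the libraries would lower it under another scaling, and with median ratio scaling it was 96.5%. With limma on quantile-normalized FPKM it was 89.8% (97 lower and 11 higher), against 90.5% with limma on FPKM without that step. At an unadjusted p-value the same 2 fits gave 72.4% and 84%, against 85.1% with edgeR, so that the size of the excess at that threshold depends on the scaling. A single library of line 102 behind it would show when left out, and the lowest share over those 6 fits was 85.7%. The number of genes was less stable. It was 10, 7, 27, 27 and 7 in 5 of the 6 fits, the share of 85.7% being of 7 genes, and 340 without CT_102 replicate 3. If the effect were limited to the line 102 libraries, these genes would be higher or lower in line 55 as often as other genes. In line 55 111 of the 138 (80.4%) were lower too, with a median log2 fold change of −0.17. In 10000 random lists matched on expression the median share was 46.4% and the highest 63%. Genes that vary together may shift in the same direction, which random lists do not reproduce. The lists may therefore understate the spread, and an effect limited to line 102 cannot be excluded. Of the 138, 29 were lower in line 55 with an unadjusted p-value under 0.05, and 1 with an adjusted one. A decrease of these genes after 2 h at 10 °C, shared in part by both lines, is a hypothesis for these genes alone: over all tested genes the responses of the lines correlated at 0.086. It cannot be told apart from a grouping that arose by chance in a design with 4 splits. HYD1 (beta-carotene hydroxylase) went from 9, 4 and 10 counts in CT_102 to 0 in LT_102, at least 2.56-fold lower, and LOC103627682 from 4, 4 and 10 to 0, at least 2.01-fold lower. LOC109944832 went from 0 to 11, 7 and 4 counts, at least 2.65-fold higher. LOC103648229 rose from 108, 110 and 98 counts to 160, 221 and 163, a log2 fold change of 0.83 (SE 0.15, adjusted p = 0.035, from 0.00041 to 0.15 over its alternatives). With counts divided by 4, 6 of the 8 genes named in this and the preceding paragraph were no longer called. LOC103642973 and LOC103648229 were the 2 that were. The other 6 were counted mainly in the line that did not enter the comparison. For the line 102 response, the line 55 libraries had 128 to 166 counts of HYD1, 716 to 1186 of LOC103627682 and 93 to 182 of LOC109944832. The changes of these genes in line 102 thus rest on a handful of counts.

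The interaction asks whether the lines responded differently. At the adjusted threshold 1 gene passed, LOC100273332, and at the same fold threshold with an unadjusted p-value under 0.05, 630 had a negative and 372 a positive term. With the temperature labels swapped within same-numbered libraries of each line, 17 of 32 groupings gave 1 gene or more (0 to 139). This counts any gene, and the grouping with 139 swapped every label of one line, which adds the responses of the lines up in place of comparing them. LOC100273332 (chromosome 6, 103351592 to 103352548) is described as uncharacterized. Its FPKM was 57.1 ± 8.61 (mean ± SD, n = 3) in CT_102, 15.9 ± 2.36 in LT_102, 13.8 ± 0.716 in CT_55 and 12.1 ± 0.754 in LT_55. Under LT it changed by −1.84 on the log2 scale in line 102 (SE 0.13, adjusted p = 0.00016) and by −0.20 in line 55 (SE 0.13), an interaction of −1.65 (SE 0.18, adjusted p = 0.023). If a single library were behind it, leaving that library out would remove it. Over the 12 such fits the log2 value was −1.75 to −1.54 and the highest unadjusted p-value 6.1e-06. The adjusted p-value was under 0.05 in 6 of the 12 fits (0.0086 to 0.098, and 4.6e-12 to 0.10 over its alternatives). With median ratio scaling and with limma on quantile-normalized FPKM, the higher unadjusted p-value was 2.5e-06. The TMM factors of the libraries lay between 0.971 and 1.043. Another scaling could hardly have removed a change of this size in 1 gene, so nothing is concluded from these fits. A stronger decrease under low temperature in line 102 is a hypothesis for this gene, found and tested on the same libraries.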

How the results depend on the processing

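The alternatives set before the data were examined were the filter on low values, the fold and p-value thresholds, the fold change as a ratio of mean FPKM, the groups in the fit, the moderation of variances, median ratio scaling, the replicate block and leaving out each library. DESeq2, limma on FPKM (at pseudocount 0.1 the test first designed) and counts divided by 4 were added after the values were seen. The planned pseudocounts and the planned quantile normalization had no use on counts, and they were run with limma on FPKM only. The interaction could not be fitted with only the groups compared, since it needs all 4.

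The numbers of genes called between the lines, at 10 °C only and at either temperature, stayed within 1.5 times of the values at the claims in each alternative run. Over the 12 fits without one library, the genes lower and higher at 25 °C were 5231 to 5501 and 5362 to 5710, and at 10 °C 5631 to 5997 and 5572 to 5882. At 10 °C only they were 867 to 1265 and 866 to 1170. More genes were lower than higher at 10 °C (5994 and 5760) and at 10 °C only (1037 and 921), and this turned in some alternatives. With the ratio of mean FPKM, 5771 were lower and 6028 higher at 10 °C. Limma gave 5665 and 6164, 5669 and 6199, and 4934 and 5249 at pseudocounts 0.01, 0.1 and 1, and 5752 and 6045 with quantile normalization. At 10 °C only it gave 963 and 968 at pseudocount 0.1, 841 and 943 at 1, and 883 and 1003 with quantile normalization. Without LT_55 replicate 3 the numbers were 5631 and 5788 at 10 °C and 867 and 911 at 10 °C only, and without LT_55 replicate 2 1081 and 1087 at 10 °C only. The genes were less stable than their number: of the 1958 genes called at 10 °C only, 99% were shared with median ratio scaling, 67.6% without LT_55 replicate 3 and 55.6% with limma on log2(FPKM + 1).

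The other counts changed more, and the cause was not tested. Lower at 10 °C and higher at 25 °C were 5 genes: 3 with an FPKM of at least 1, 3 with a fold threshold of 1, 1 with limma on log2(FPKM + 1), 8 without a filter, 3 without moderation, 2 with the other p-value threshold, and 1 to 13 over the fits without one library. The opposite were 4 genes: 1 with limma at pseudocounts 0.01 and 0.1 and with quantile normalization, 2 at pseudocount 1, 1 without moderation, 1 with the other p-value threshold, and 2 to 7 over the fits without one library. A fold threshold of 1 left the pattern of Table 4 in 4 genes instead of 8 and candidates called at 10 °C only at 6 instead of 10. Without one library they were 5 to 9 and 6 to 11.

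The response of line 55 (12 genes) had 147 with DESeq2, 7 with limma on log2(FPKM + 0.1), 4 at pseudocount 1, 6 with quantile normalization, 21 with median ratio scaling and 23 without a filter. It had 0 without moderation (332 lower and 117 higher unadjusted) and 0 with only the groups compared (318 lower and 78 higher unadjusted). At an unadjusted p-value it had 604, and without one library 0 to 59 (0 without LT_55 replicate 2, with 566 lower and 267 higher unadjusted). The response of line 102 (142 genes) had 573 with DESeq2, 52 and 74 with limma at pseudocounts 0.01 and 0.1, 2 without moderation (878 lower and 131 higher unadjusted), 331 with only the groups compared, 1212 at an unadjusted p-value, and 7 to 340 without one library. The interaction (1 gene) had 128 with DESeq2, 19 and 3 with limma at pseudocounts 0.01 and 0.1, 3 with quantile normalization, 0 without moderation (487 lower and 250 higher unadjusted), 1002 at an unadjusted p-value, and 0 to 5 without one library (0 without CT_102 replicate 1, for example, with 442 lower and 306 higher unadjusted). With the replicate block (mean correlation of same-numbered libraries 0.157 between CT_55 and LT_55, −0.02 between CT_102 and LT_102) these responses had 31, 272 and 3 genes, against 12, 142 and 1 without it. The split of the responses at an unadjusted p-value moved too (the counts at an unadjusted p-value keep the fold threshold). Line 102 had 1031 lower and 181 higher with edgeR, 994 and 190 with limma on log2(FPKM + 0.1), and 883 and 337 with quantile normalization added. Line 55 had 442 and 162, 369 and 184, and 334 and 208, so that part of its shift came with limma on FPKM and part with quantile normalization.

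For single genes, 1632 comparisons with an alternative were made over 67 results. In 1411 the direction and the side of the threshold stayed, 196 were weaker, 7 stronger and 18 reversed, and 29 of the 67 results changed in none of them. The cause of the reversed values was not tested, apart from LOC111589240. LT over CT in line 55 for Zm00001d029193 (−0.0021) was 0.0102 without a filter, 0.0084 as a ratio of mean FPKM, 0.0082, 0.0076 and 0.0083 with limma at pseudocounts 0.1, 1 and 0.01, and −0.12 to 0.093 without one library. The interaction of Zm00001d038373 (−0.42) was 0.078 with limma at pseudocount 1 and −1.07 to 0.11 without one library. Without one library, the line difference at 25 °C was −0.97 to 0.057 for Zm00001d021653, −0.054 to 0.54 for Zm00001d034319 and −0.046 to 0.19 for Zm00001d039219. The interaction of Zm00001d002676 was −0.064 to 0.36, and LT over CT in line 55 was −0.15 to 0.28 for Zm00001d002676 and −0.34 to 0.53 for Zm00001d034319. The line difference of LOC111589240 at 10 °C (8.67) was 0 to 9.26, the 0 without LT_102 replicate 2, which held all its counts at 10 °C.

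For the genes of Table 4, Zm00001d002241 and Zm00001d034319 kept the pattern in 25 of 25 settings that left the thresholds as they were, Zm00001d029193 missed it in 1, Zm00001d002677 and Zm00001d021653 in 2, Zm00001d012512 in 3, Zm00001d039219 in 4 and Zm00001d002676 in 5.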

Differences from the paper's values

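The paper's values in Fig. 6 are qRT-PCR values read by eye, and the values set against them are log2 fold changes of LT over CT in the RNA-seq counts after 2 h. The legend of Fig. 6 does not name the scale of its values, and on another scale the sizes of the gaps below would not hold. Values for Zm00001d034319 in line 102 (about −1.4 in Fig. 6, −1.43 in the counts) and Zm00001d025379 in line 55 (about −0.3 and −0.28) were close. For Zm00001d039219 the paper shows about 2.8 in line 55 and about −2.2 in line 102 (Fig. 6, read by eye), against 0.30 (SE 0.16) and −0.43 (SE 0.16) in the counts. For Zm00001d021653 it shows about 2.0 and about −1.7 (Fig. 6, read by eye), against 0.28 (SE 0.43) and −0.71 (SE 0.44). For Zm00001d029193 it shows about 0.4 and about 2.3 (Fig. 6, read by eye), against −0.0021 (SE 0.13) and 0.20 (SE 0.13). For Zm00001d002676 it shows about 0.9 and about 2.0 (Fig. 6, read by eye), against 0.080 (SE 0.21) and 0.21 (SE 0.21). In line 55 it shows about 1.7 for Zm00001d034319 (Fig. 6, read by eye), against 0.18 (SE 0.39). In line 102 it shows about −2.4 for Zm00001d025379 (Fig. 6, read by eye), against −0.75 (SE 0.22). None of the alternatives set before the data were examined closed any of these gaps.

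The paper lists Zm00001d025379 and Zm00001d038373 as differing between the lines under low temperature only. In the counts both were also called at 25 °C, with log2 fold changes of −0.60 and 2.23. Zm00001d025379 showed the paper's pattern with a fold threshold of 1, with the fold change as a ratio of mean FPKM, and without CT_55 replicate 1, CT_55 replicate 3, CT_102 replicate 2 or CT_102 replicate 3. It also did with limma on FPKM at a pseudocount of 0.1, the test first designed, and at 0.01 and 1. Limma on FPKM was chosen as an alternative to the test on counts after seeing the values. Zm00001d038373 showed it with limma on log2(FPKM + 1), which was chosen as an alternative after seeing the values, and in none of the alternatives set before the data were examined. The paper describes Zm00001d038373 as a fasciclin-like arabinogalactan protein, and the deposited table describes it as protein ESMERALDA 1.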

Other observations

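The tests of the interaction among the genes called at 10 °C only, of the candidates against other genes, of the multiples of 4 and of replicate 3 of line 55, and the count of groupings that kept the labels of line 102, were chosen only after the result was seen.

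Of the 4 splits of the 6 CT libraries that part every same-numbered pair, 1, the real one, gave as many genes as the lines, and the others gave 116 to 302. Of the 4 for LT, 1 did, and the others gave 115 to 345. The 6 splits that part 1 pair gave 173 to 304 and 107 to 460. With 4 splits a share under 0.05 cannot be reached.

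For the 1958 genes called at 10 °C only, the temperature labels were swapped within same-numbered libraries of each line. In 8 of 64 groupings as many genes were called, the real one included, and the median of the others was 1386 (lowest 1068). Of the 7 others that reached it, 6 kept every temperature label of line 102, so they retain the response of that line. Among the 56 groupings that swapped a label of line 102, 1 reached it. Of the 1958 genes 18.9% had an unadjusted interaction p-value under 0.05. A candidate explanation for most of them is a similar line difference at both temperatures that falls on either side of the thresholds. The 695 genes by which those called at 10 °C only exceed those called at 25 °C only were reached in 4 of 32 groupings. A difference in library size would shrink the ratio of these numbers, 1.55, when all libraries are thinned to 44028579 counts, and it was then 1.52 (1948 and 1284 genes). As many genes called in opposite directions as the 9 observed appeared in 11 of 32 groupings (0 to 58).

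Among the candidate genes, 10 of 40 tested (25%) were called at 10 °C only, against 8.5% of the other 22945 tested genes (one-sided Fisher's exact test, p = 0.00155). Without the pairings made by hand it was 8 of 38 (one-sided Fisher's exact test, p = 0.0132). The 10 genes lie near 9 of 22 SNPs, and neighbouring genes are not independent. The 30 listed IDs that were not paired are missing from this comparison. All 10 genes of Table 4 were paired, so the missing IDs lie outside Table 4 and the share of 25% may be too high. With the temperature labels swapped, 5 of 64 groupings called as many candidates (0 to 11), the real one included. The other 4 kept every temperature label of line 102, and the 56 groupings that swapped a label of line 102 gave at most 9 candidates. For the pattern of Table 4, 4 of 64 groupings gave 8 genes or more, and those genes were chosen for the pattern on these libraries.

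Low counts pile up at multiples of 4: of the counts from 1 to 12 in the table, 50.1% are multiples of 4. Each sequenced fragment may have entered the counts about 4 times, though the step that made this pattern is not stated and the test cannot decide it. With counts divided by 4, the line 102 response had 203 genes and the line 55 response 12.

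Replicate 3 of line 55 stands apart from replicates 1 and 2 at both temperatures. In line 55, 1366 genes differed between replicate 3 and the others (688 higher, 678 lower), against 1 and 2 for replicates 1 and 2, and at most 15 for any replicate of line 102 (adjusted p-value under 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This is in line with the split of the line 55 libraries that called 290 genes. If segments of the genome differed between the seeds, the changed genes would lie together, and 8% were next to another changed in the same direction, against a median of 6% and a highest of 9% in shuffled orders (one-sided permutation test, p = 0.011). Material of line 102 in the libraries would give a positive correlation with the line difference across genes, and it was −0.078. Library size would lower the number when all libraries are thinned, and it was 1332. The changed genes made up between 5% (chromosome 5) and 6.9% (chromosome 10) of the tested genes on each chromosome, so they were not gathered on a few chromosomes. The share of 8% lay within the range of the shuffled orders, and neighbouring genes are not independent. Segments that differ between the seeds are thus only a hypothesis for part of the difference of replicate 3. Causes other than those above were not tested. Replicate 3 differed in 1 gene of Table 4, in 8.4% of the genes called at 10 °C only and in 5.7% of the other tested genes.

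Some genes were counted in 1 line only, 237 in line 55 and 267 in line 102. If segments were missing or diverged in one line, such genes would be neighbours, and 12.2% were next to another of the same line, against 2.6% in shuffled orders (one-sided permutation test, p = 0.001, the smallest the shuffles can give). If neighbouring copies of one gene explained this, leaving out neighbours of the same description would remove it, and the share was then 11%. The longest run was 7 genes counted in line 55, on chromosome 6 from 23831606 to 24620783. Segments of the genome that are missing in one line, or too diverged to be counted there, may explain part of these differences.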
